# Identification of plant vacuolar transporters mediating phosphate storage

**DOI:** 10.1038/ncomms11095

**Published:** 2016-03-31

**Authors:** Tzu-Yin Liu, Teng-Kuei Huang, Shu-Yi Yang, Yu-Ting Hong, Sheng-Min Huang, Fu-Nien Wang, Su-Fen Chiang, Shang-Yueh Tsai, Wen-Chien Lu, Tzyy-Jen Chiou

## Abstract

Plant vacuoles serve as the primary intracellular compartments for inorganic phosphate (Pi) storage. Passage of Pi across vacuolar membranes plays a critical role in buffering the cytoplasmic Pi level against fluctuations of external Pi and metabolic activities. Here we demonstrate that the SPX-MFS proteins, designated as PHOSPHATE TRANSPORTER 5 family (PHT5), also named Vacuolar Phosphate Transporter (VPT), function as vacuolar Pi transporters. Based on ^31^P-magnetic resonance spectroscopy analysis, *Arabidopsis pht5;1* loss-of-function mutants accumulate less Pi and exhibit a lower vacuolar-to-cytoplasmic Pi ratio than controls. Conversely, overexpression of PHT5 leads to massive Pi sequestration into vacuoles and altered regulation of Pi starvation-responsive genes. Furthermore, we show that heterologous expression of the rice homologue OsSPX-MFS1 mediates Pi influx to yeast vacuoles. Our findings show that a group of Pi transporters in vacuolar membranes regulate cytoplasmic Pi homeostasis and are required for fitness and plant growth.

## Abstract (web summary)

The plant vacuole acts as a storage compartment for inorganic phosphate and buffers cytoplasmic phosphate concentration. Here, Liu *et al*. identify a group of vacuolar phosphate transporters in *Arabidopsis* that are required for plant growth in response to fluctuating availability of phosphate.

Phosphorus (P) acquired in the form of inorganic phosphate (Pi) is one of the most abundant macronutrients in plant tissues^1^,^2^. Owing to its chemical properties, Pi forms insoluble complexes or precipitates with organic matter or mineral cations that are easily immobilized in the soil, rendering Pi availability a limiting factor for plant growth and development^3^. To ensure crop productivity, farmers apply large quantities of Pi fertilizers produced from non-renewable rock phosphate. Concern over the gradual depletion of global P reserves and the increasing demand for high crop yields due to increasing world population over the past few decades has resulted in a need to better understand how to develop crop varieties that use Pi more efficiently, thereby cutting down the huge costs incurred by fertilizer consumption and providing a means to achieve sustainable agriculture^4^.

Grown under varying conditions of Pi availability, plants coordinate discrete Pi transport activities across membranes, to maintain the cellular Pi homeostasis required for metabolic regulation and signal transduction^5^. For example, members of the PHOSPHATE TRANSPORTER 1 (PHT1) family, localized in the plasma membranes, are responsible for the external Pi acquisition and/or Pi translocation between cells or tissues^6^, whereas the members of the PHT2, PHT3 and PHT4 families belong to the organelle Pi transporters, targeted to mitochondria, plastids or Golgi for energy metabolism and stress responses^7^,^8^,^9^,^10^,^11^,^12^.

The vacuole, which occupies most of the volume of the plant cell, serves as a primary intracellular compartment for storage and remobilization of Pi^13^. Under adequate Pi supply, ∼70–95% of the intracellular Pi is stored in the vacuole^14^. When external Pi is in scarce supply, the level of cytoplasmic Pi (cyt-Pi; the sum of Pi in the cytosol and the non-vacuole organelles) is kept relatively constant at the expense of vacuolar Pi (vac-Pi) (refs 15, 16), whereas when Pi is resupplied to Pi-starved plants, rapid and massive Pi uptake to the plasma membrane is accompanied by the efficient sequestration of Pi inside the vacuole^17^,^18^. Despite the critical role of vac-Pi in buffering the cyt-Pi against fluctuations caused by variable Pi availability and metabolic activities, the molecular identity of the vac-Pi transporter as well as the regulatory mechanism by which Pi is translocated across vacuolar membranes (tonoplast) remain elusive.

Several eukaryotic SYG1/PHO81/XPR1 (SPX) domain-containing proteins have been implicated in the regulation of Pi signalling and transport^19^,^20^, including the yeast low-affinity Pi transporters Pho87, Pho90 and Pho91 (refs 21, 22). In plants, SPX domain-containing proteins can be classified into different families based on additional domains at the carboxyl terminus^23^,^24^. One of them possesses the major facilitator superfamily (MFS) domain that is found in many transporters mediating the translocation of small solutes, including Pi^25^. We therefore envisaged that the plant SPX-MFS family potentially functions as a new group of Pi transporters in plants.

Although the three *Arabidopsis* SPX-MFS proteins (At1g63010, At4g11810 and At4g22990) share only low sequence similarity (below 25%) with the other known *Arabidopsis* Pi transporters, the capability of SPX-MFS proteins to transport Pi was assumed based on the observations of partial complementation of the Pi uptake-defective yeast mutants by the rice OsSPX-MFS1 or OsSPX-MFS3 and heterologous expression of OsSPX-MFS3 at the plasma membranes of *Xenopus* oocytes^26^,^27^. However, their transport properties and physiological roles in plants are unclear. In this study, we identified the *Arabidopsis* SPX-MFS proteins as the transporters mediating vac-Pi storage. Using *in vivo*^31^P-magnetic resonance spectroscopy (MRS) analysis, we demonstrate that *AtSPX-MFS1* loss-of-function mutants exhibit a lower vac/cyt-Pi ratio than wild-type (WT) plants, whereas overexpression of *AtSPX-MFS* genes leads to misregulation of Pi starvation-responsive (PSR) genes and growth retardation as a consequence of massive Pi sequestration into vacuoles. We also show the capability of the rice homologue OsSPX-MFS1 to mediate Pi influx into yeast vacuoles. The *Arabidopsis* SPX-MFS proteins are thus designated here as members of the PHOSPHATE TRANSPORTER 5 family (PHT5) following the systematic nomenclature of PHT1–PHT4 Pi transporters in *Arabidopsis*^28^,^29^. PHT5;1 was also named Vacuolar Phosphate Transporter 1 (VPT1) in a very recent article^30^. Our findings shed light on the crucial role of SPX-MFS in plant adaptation to Pi fluctuations and provide a new direction to explore the mechanisms by which plants modulate cyt-Pi homeostasis in response to varying Pi availability through understanding of the regulation of vac-Pi transporters.

## Results

### *Arabidopsis* PHT5 proteins reside in the vacuolar membrane

The *Arabidopsis* PHT5 family consists of three members, namely *At*PHT5;1 (At1g63010), *At*PHT5;2 (At4g11810) and *At*PHT5;3 (At4g22990). To characterize their function, we first determined the subcellular localization of these proteins by fusing them with green fluorescent protein (GFP) and expressing them in *Arabidopsis* mesophyll protoplasts (Fig. 1a and Supplementary Fig. 1a,b), tobacco (*Nicotiana benthamiana*) leaves (Fig. 1b and Supplementary Fig. 1c,d) and *Arabidopsis* plants (Fig. 1c) under the control of the cauliflower mosaic virus 35S promoter. The fluorescent labelling of all three GFP fusion proteins coincided with the tonoplast. The observation of the tonoplast localization of these proteins with potential as transporters prompted us to postulate that they might be the long-sought-after vac-Pi transporters. Further analyses of promoter activities using the β-glucuronidase (GUS) reporter system indicated that the three *PHT5* genes displayed distinct but partially overlapping expression patterns. *PHT5;1* was ubiquitously expressed in most tissues (Fig. 1d–f) and *PHT5;2* expression was confined to guard cells, vascular tissue and pollen (Fig. 1g–i). *PHT5;3* showed a similar expression pattern to *PHT5;1*, but in the root its expression was exclusive to the stele (Fig. 1j–l). The results of quantitative reverse transcription–PCR (qRT–PCR) showed that the *PHT5;1* transcript was the most abundant among the gene family and the expression level of *PHT5;2* was the lowest and hardest to detect. In shoots, the level of *PHT5;1* and *PHT5;3* transcript was independent of Pi status (Fig. 1m,n). In roots, although *PHT5;1* was upregulated in response to Pi deficiency, *PHT5;3* was downregulated (Fig. 1m,n). Consistent with these results, the differences in the expression level of *PHT5* genes were also observed in the subsequent RNA sequencing (RNA-seq) analyses (Supplementary Data 1).

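PHT5;1 (AT1G63010), a membrane protein with an SPX domain, stood at 14.9 ± 0.317 RPKM (reads per kilobase of exon model, scaled to each library's mapped reads; SD, n = 2 libraries) in the shoots of WT seedlings with sufficient Pi. It reached 19.6 ± 0.479 (SD, n = 2) after 1 day and 17.7 ± 0.28 (SD, n = 2) after 3 days of Pi starvation. The 3-day log2 fold change of 0.24 (standard error 0.19, adjusted p = 0.37 from limma) did not pass the test. PHT5;3 (AT4G22990), another member of the family, had 9.28 ± 0.368 RPKM (SD, n = 2) in the shoot at sufficient Pi and 9.81 ± 0.841 (SD, n = 2) after 3 days (log2 0.08, standard error 0.13, adjusted p = 0.7 from limma). In the root, PHT5;1 went from 28.7 ± 0.678 (SD, n = 2) to 41.4 ± 0.425 RPKM (SD, n = 2) after 3 days, a log2 fold change of 0.52 (standard error 0.15, adjusted p = 0.019 from limma). Its ratio of 1.44 lay under the 1.5-fold change required of a root gene. PHT5;3 in the root had 2.02 ± 0.158 RPKM (SD, n = 2) at sufficient Pi and 1.49 ± 0.307 (SD, n = 2) after 3 days, a log2 change of -0.40 (standard error 0.2, adjusted p = 0.16 from limma) that did not hold up against the spread between libraries. PHT5;2 (AT4G11810) stayed under the mean of 0.25 RPKM that a gene needed to be tested in either tissue.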

### Loss of *PHT5;1* leads to impaired Pi accumulation

We then analysed the *Arabidopsis* T-DNA insertion lines for the three respective *PHT5* genes (Supplementary Fig. 2a–d). Under Pi-sufficient conditions, the *pht5;1-1* knockdown mutant, as well as the *pht5;1-2* and *pht5;1-3* knockout mutants, led to a decrease in Pi levels up to 40% compared with the WT plants (Fig. 2a). By contrast, neither the *pht5;2* nor the *pht5;3*, nor the *pht5;2 pht5;3* double mutants showed an altered Pi level (Fig. 2a,b), suggesting that PHT5;1 plays a prominent role in Pi accumulation. Likewise, the double and the triple mutants lacking *PHT5;1* but not the *pht5;2 pht5;3* double mutant showed a reduced Pi level (Fig. 2b). The phenotype of *pht5;1* mutants could be restored by the expression of *PHT5;1* driven by the native promoter (Supplementary Fig. 2e), indicating that the reduction of the Pi level resulted from the loss of *PHT5;1*.

As the majority of the cellular Pi is stored in the vacuole, the reduction of the Pi level in the *pht5;1* mutant can probably be attributed to the decreased accumulation of vac-Pi. We then investigated whether PHT5 family members mediate the sequestration of the bulk of cyt-Pi during Pi replenishment. The loss-of-function mutants of *PHT5;1* (*pht5;1-2*, *pht5;1-2 pht5;2*, *pht5;1-2 pht5;3* and *pht5;1-2 pht5;2 pht5;3*) developed severe leaf necrosis during Pi recovery following deficiency (Fig. 2c). As massive flux of Pi is transported into the cell on Pi replenishment, an efficient sequestration of Pi into the vacuole would be essential for the maintenance of cyt-Pi level in a physiological range. It is likely that loss of *PHT5;1* impairs such activity, leading to the accumulation of cyt-Pi up to a toxic level and thus the necrosis at leaf margins as a symptom of Pi toxicity^31^. These observations suggest that PHT5;1 has an important role in adaptation to Pi fluctuations.

### Overexpression of *PHT5* leads to Pi overaccumulation

The results from the analysis of *pht5;1* mutants suggested a potential role for PHT5 in mediating Pi import to the vacuole. To further examine this possibility, we analysed the transgenic plants overexpressing PHT5 proteins. In contrast to the *pht5;1* mutant lines, the overexpression of *PHT5;1-GFP* resulted in Pi overaccumulation (Fig. 3a). The *PHT5;2-HA*- or *PHT5;3-GFP*-overexpressing lines also exhibited a higher level of Pi (Fig. 3b,c), indicating that the PHT5 members function similarly. In addition, the *PHT5;1-GFP*-overexpressing lines, as well as *PHT5;2-HA-* and *PHT5;3-GFP*-overexpressors, showed retarded growth as reflected in an ∼50% reduction of the fresh weight compared with WT plants (Fig. 3d,e and Supplementary Fig. 3). We inferred that the overexpression of PHT5 proteins sequesters Pi, thus stopping it from being used in the cytoplasm and leading to stunted growth.

### PHT5 mediates Pi influx into vacuoles

To address whether PHT5 proteins directly contribute to the vacuolar storage of Pi, we applied ^31^P-MRS-based analysis associated with magnetic resonance image. This technique, which was adapted from nuclear magnetic resonance (NMR) and is capable of differentiating between the vac-Pi and cyt-Pi pools by a chemical shift, owing to the different pH environments^32^, allows the non-invasive analysis of intact living plants without the circulating perfusion system. After ∼1 h of scan time, the two resolvable peaks corresponding to vac-Pi and cyt-Pi in the *Arabidopsis* WT whole seedlings were resolved at 1.1±0.09 p.p.m. (±s.d., *n*=6) and 2.4±0.11 p.p.m. (*n*=6), respectively (Fig. 4a). The vac-Pi and cyt-Pi levels of the *pht5;1-2*, the triple mutants, the *PHT5* overexpressors and the Pi overaccumulator *pho2* mutant^33^,^34^ were inspected under the same conditions (Fig. 4a). The vac/cyt Pi ratio of WT seedlings was calculated to be 5.6±1.2 (*n*=6), referring the distribution of 84% of Pi in the vacuole and 16% of Pi in the cytoplasm (Fig. 4b). Although the *pht5;1-2* exhibited a lower ratio of vac/cyt Pi (2.7±0.6) (±s.d., *n*=7) relative to WT plants, the *PHT5* overexpressor had a higher ratio (15.6±5.8 for PHT5;2-HA, *n*=12; 10.6±4.4 for PHT5;1-GFP, *n*=6; Fig. 4b). Remarkably, the vac-Pi peak of the triple mutant was nearly abolished with an extremely low vac/cyt Pi (0.8±0.2, *n*=4). These results suggest that PHT5 proteins regulate the vacuolar compartmentation of Pi and are functionally redundant.

Using the same batch of seedlings subjected to MRS analysis, in parallel we measured the total Pi level of the plants and calculated the subcellular Pi distribution between the vacuoles and cytoplasm for each mutant and overexpression line (Fig. 4b). Both the *pht5;1-2* and the triple mutants had a reduced vac-Pi level, but an increased cyt-Pi level was only observed for the triple mutant. By contrast, the *PHT5*-overexpressing lines displayed an increased vac-Pi level, but the *PHT5;2-HA*-overexpressing lines exhibited a decreased cyt-Pi level. Although the *pho2* mutant also exhibited a higher ratio of vac/cyt Pi (8.8±3.3, *n*=13, Fig. 4b), the cyt-Pi level of the *pho2* mutant was not significantly different from that of the WT plants (Fig. 4b), suggesting that *pho2* is able to maintain Pi homeostasis at the cellular level by increasing the capacity of vacuolar transport of Pi at this growth stage. Taken together, these results reinforce the notion that PHT5 proteins mediate the vacuolar storage of Pi and play a crucial role in the maintenance of cyt-Pi concentrations.

To demonstrate the ability of PHT5 proteins to transport Pi, we expressed *AtPHT5;1* in the yeast (*Saccharomyces cerevisiae*) *vtc4* mutant defective in the synthesis and the vacuolar transport of polyphosphate (polyP)^35^,^36^. We did not detect differences in the Pi transport activity of the isolated vacuoles between the cells expressing *AtPHT5;1* and the empty vector controls. This was probably due to the mislocalization or the rapid degradation of the *At*PHT5;1-ECFP fusion proteins, as the fluorescence signal was mostly detected inside the vacuole. By contrast, when the rice *PHT5;1* homologue (*OsSPX-MFS1*, Os04g48390) was expressed, the localization of OsSPX-MFS1-ECFP was clearly confined to the tonoplast of yeast cells (Fig. 5a), indicating a proper vacuolar targeting of *OsSPX-MFS1*. We next isolated vacuoles from the *vtc4* mutant expressing *OsSPX-MFS1* for Pi uptake assays. After incubation in the ^33^P-labelled Pi medium, the vacuoles isolated from *OsSPX-MFS1*-expressing cells exhibited an increased uptake activity of Pi compared with the empty vector controls, regardless of the presence or the absence of ATP (Fig. 5b). Moreover, the Pi uptake activities were not abolished by the proton ionophore, carbonyl cyanide m-chlorophenyl hydrazone (Fig. 5c). These results indicate that OsSPX-MFS1 facilitates the Pi import to the yeast vacuole independent of ATP and H^+^ gradient.

Similar to the AtPHT5 proteins, GFP-OsSPX-MFS1 also showed a tonoplast localization in *Arabidopsis* and it restored the low Pi level to the WT level when expressed in *pht5;1-2* or *pht5;1-3* mutants (Supplementary Fig. 4a,b), suggesting that the *Arabidopsis* PHT5 proteins and the rice SPX-MFS1 have a similar function in facilitating Pi transport into the plant vacuole.

### Altered PHT5 expression disturbs the expression of PSR genes

To evaluate the impact of altered expression of PHT5 family members on Pi starvation responses, we checked the expression level of a number of known Pi starvation-induced (PSi) genes in the *pht5;1-2*, the triple mutants, and two independent PHT5;1-overexpressors by qRT–PCR (Supplementary Fig. 5). Nearly all of the PSi genes examined were upregulated in the *PHT5;1* overexpressors grown under Pi-sufficient conditions. By contrast, these PSi genes were downregulated in the triple mutants, but to a lesser extent in comparison with the *PHT5;1* overexpressors. We therefore focused on the *PHT5;1* overexpressors and analysed the transcriptome by RNA-seq analyses (Supplementary Data 1). 

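Shoots and roots of the Col-0 WT and of lines 4 and 12, which carry the PHT5;1 open reading frame fused to GFP behind the 35S promoter, were sequenced from seedlings at 250 μM Pi and after 1 or 3 days at 10 μM Pi. Seedlings at 250 μM Pi are labelled 10 days, and the starved ones were moved to new medium at 10 days and grown 1 or 3 days longer. A change with starvation thus also holds any effect of age and of the move, while the lines and WT are compared at the same age. Each tissue, genotype and Pi supply had 2 libraries, 36 in all. The authors pooled about 20 seedlings per replicate, ran 12 libraries per lane of an Illumina HiSeq and mapped the reads to the TAIR10 genome in CLC Genomics Workbench. The deposited values are RPKM, so they are already scaled to each library's mapped reads and hold no counts. An RPKM is by its definition a number of reads divided by exon length and library total, and the total was recovered from the steps between values, with an exon length found for 86.4% of the genes. It ran from 19.0 to 40.7 M reads per library. The paper states 17 to 33 M mapped reads per library. The expression values and tests printed here rest on the deposited RPKM and on neither range. In the shoot at sufficient Pi the recovered totals were 23.9 and 26.7 M for WT, 26.6 and 31.0 M for line 4, and 24.2 and 34.0 M for line 12. After 1 day without Pi they were 24.8 and 27.6, 26.8 and 32.3, and 32.7 and 37.2 M in the same order. The totals after 3 days were 29.3 and 31.6, 23.5 and 29.3, and 24.8 and 32.4 M. Root totals at sufficient Pi were 26.6 and 29.6 M for WT, 19.0 and 32.0 M for line 4, and 21.9 and 31.6 M for line 12. They came to 23.8 and 31.2, 26.0 and 38.8, and 26.5 and 33.2 M after 1 day. After 3 days they were 27.0 and 35.8, 26.4 and 39.0, and 26.7 and 40.7 M. Each pair is printed with the lower total first, and in every root group the larger total was that of replicate 1. At these depths 0.25 RPKM of a gene of 1500 bases stands for 7.1 to 15.3 reads. Genes with a mean of at least 0.25 RPKM were compared on the scale log2(RPKM + 0.25) with limma, with the 18 libraries of a tissue in a common model. The p-values were adjusted by Benjamini-Hochberg over 19773 genes in the shoot and 20530 in the root. A gene was called at an adjusted p under 0.05 and a change in mean RPKM of at least 2-fold in the shoot or 1.5-fold in the root, the fold changes the authors used. Sets of related genes were fixed before the data were examined and tested with camera, whose preset correlation between genes of a set is 0.01. Its result with an estimated correlation is given beside it. Both starvation times share a common sufficient-Pi group, and the same WT libraries enter the response of WT and the difference of a line from WT. The paper calls the replicates biological, each a pool of seedlings, and does not say whether they came from separate cultures.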

Two independent *PHT5;1-GFP*-overexpressing lines 4 and 12 were examined.

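PHT5;1 was the first gene examined in the lines, since it checks their labels. In line 12 it had 70.2 ± 6.13 RPKM (SD, n = 2) in the shoot at sufficient Pi, 4.7 times the WT mean (log2 2.21, standard error 0.19, adjusted p = 7.4e-06 from limma), 91.5 ± 3.28 (SD, n = 2) after 1 day without Pi and 54.4 ± 2.54 (SD, n = 2) after 3 days. The root of line 12 held 322 ± 22.8 RPKM (SD, n = 2) at sufficient Pi, 11.2 times the WT mean (log2 3.48, standard error 0.15, adjusted p = 1.5e-09 from limma), and 315 ± 9.73 (SD, n = 2) after 3 days. Line 4 rose less. Its roots had 54.8 ± 3.79 RPKM (SD, n = 2) at sufficient Pi, 1.91 times WT (adjusted p = 0.0012 from limma), 78.7 ± 18.8 (SD, n = 2) after 1 day and 79.2 ± 18.5 (SD, n = 2) after 3 days. In line 4 shoots PHT5;1 was 27.2 ± 11.7 RPKM (SD, n = 2) at sufficient Pi, where the change of 1.82-fold was not called, and 20.4 ± 2.21 RPKM (SD, n = 2) after 3 days, 1.15 times WT (adjusted p = 0.44 from limma). PHT5;3 in line 12 shoots at sufficient Pi was 7.09 ± 0.0576 RPKM (SD, n = 2), a log2 change of -0.38 that was not called.

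**Figure D1:**
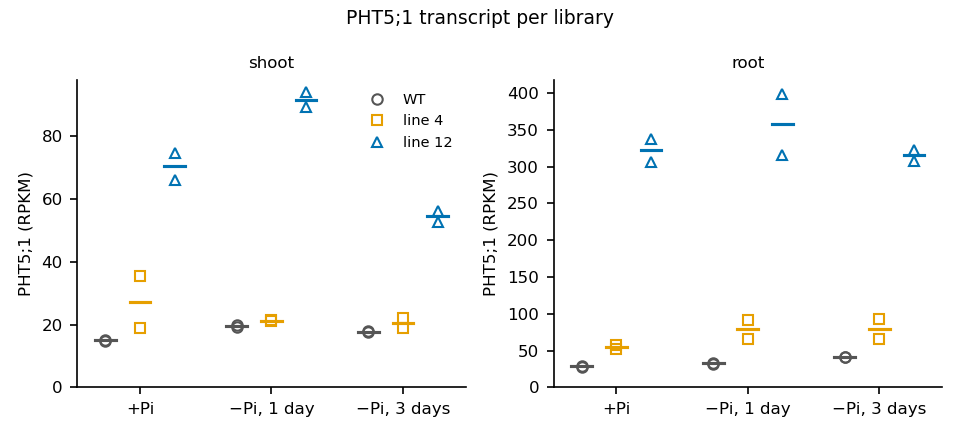
PHT5;1 transcript in RPKM in each library of WT (circles), line 4 (squares) and line 12 (triangles) at sufficient Pi and after 1 and 3 days without Pi, for shoot and root. Bars are group means of 2 libraries; line 12 lies above WT in every group, and line 4 lies close to WT in the shoot after 1 and 3 days.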

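AT4 (AT5G03545), a non-coding RNA that sequesters the microRNA miR399, rose in the WT shoot from 5.14 ± 1.4 RPKM (SD, n = 2) at sufficient Pi to 260 ± 1.23 (SD, n = 2) after 3 days without Pi (log2 5.62, standard error 0.29, adjusted p = 1.3e-07 from limma). PAP17 (AT3G17790), a secreted acid phosphatase, rose from 2.13 ± 0.828 (SD, n = 2) to 77.4 ± 0.954 RPKM (SD, n = 2) (log2 5.07, standard error 0.21, adjusted p = 2.3e-08 from limma). SPX1 (AT5G20150), a Pi sensor, rose from 10.2 ± 0.282 (SD, n = 2) to 161 ± 5.83 RPKM (SD, n = 2). GDPD1 (AT3G02040), which breaks down glycerophosphodiesters, went from 9.01 ± 1.14 (SD, n = 2) to 194 ± 7.26 RPKM (SD, n = 2). MIOX2 (AT2G19800), an inositol oxygenase, fell from 209 ± 18 (SD, n = 2) to 9.27 ± 5.73 RPKM (SD, n = 2) (log2 -4.60, standard error 0.31, adjusted p = 1.3e-06 from limma). Of 15 tested genes of membrane lipid remodelling 8 were higher and 1 lower (8 and 1 adjusted over the list alone). Camera gave this list an adjusted p = 1.72e-10, and adjusted p = 0.214 with an estimated correlation. Among 9 genes of phosphate scavenging 5 were higher, also 5 adjusted over the list alone (adjusted p = 4.21e-07; 0.214 with an estimated correlation). Genes of ribosomal proteins leaned the other way, with 18 of 293 lower (19 adjusted over the list alone). Their median log2 was -0.69 (adjusted p = 2.01e-30; 0.251 with an estimated correlation). After 1 day 779 shoot genes were higher and 422 lower than at sufficient Pi, and after 3 days 855 and 491. This gives 1085 genes induced (PSi) and 705 repressed (PSr) at either time. Rescaling the libraries by their median ratio moved the median of all shoot genes by 0.15 (log2) after 3 days and changed the share of called genes that were higher from 63.5 to 79.9%. A group of 313 genes, 188 of them tested, had reads in 5 second-replicate shoot libraries and in no other library. Without them the PSi genes in the shoot numbered 1100 and the PSr genes in the shoot 737.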

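IPS1 (AT3G09922), another RNA of the miR399 pathway, rose in the WT root from 1.18 ± 0.089 RPKM (SD, n = 2) at sufficient Pi to 438 ± 3.65 (SD, n = 2) after 3 days without Pi (log2 8.26, standard error 0.2, adjusted p = 1.8e-13 from limma). AT4 there went from 43.1 ± 8.74 (SD, n = 2) to 2190 ± 209 RPKM (SD, n = 2), and SPX1 from 13.5 ± 0.621 (SD, n = 2) to 542 ± 37.7 RPKM (SD, n = 2). MGD3 (AT2G11810), which makes galactolipids that replace phospholipids, rose from 1.64 ± 0.0766 (SD, n = 2) to 87.6 ± 4.78 RPKM (SD, n = 2), and SQD2 (AT5G01220), which makes sulfolipids, from 29.1 ± 1.67 (SD, n = 2) to 306 ± 23.8 RPKM (SD, n = 2). UMAMIT29 (AT4G01430), a transporter of amino acids, dropped from 30.0 ± 4.1 (SD, n = 2) to 3.29 ± 0.316 RPKM (SD, n = 2) (log2 -3.09, standard error 0.17, adjusted p = 2.8e-09 from limma). Of 11 genes of phosphate transport 10 were higher, 10 also adjusted over the list alone (camera, adjusted p = 1.32e-16; 0.214 with an estimated correlation). PHT1;1, PHT1;2 and PHT1;3 among them are near-identical copies that may share reads, so their values are uncertain. All 10 genes of anthocyanin synthesis were higher, 10 adjusted over the list alone (adjusted p = 2.87e-09; 0.214 with an estimated correlation). Genes of photosynthesis, a mark of green tissue, were higher as well, 15 of 20 (16 adjusted over the list alone; adjusted p = 8.68e-14; 0.214 with an estimated correlation). Called root genes numbered 736 higher and 290 lower after 1 day and 1698 higher and 846 lower after 3 days. The sets thus held 1909 PSi and 950 PSr genes, 14 of them in both. The 1-day counts depended on single libraries. The lowest were 434 higher without replicate 2 of WT at sufficient Pi, and 169 lower without its replicate 1. Leaving out replicate 1 at 1 day also lowered the number of higher genes.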

We defined PSR genes as differentially expressed genes, either upregulated or downregulated when setting the *P*-value<0.05 based on the analysis of edgeR^37^ and the change of RPKM (reads per kilobase of exon model per million mapped reads) ≥2-fold in the shoot or ≥1.5-fold in the root of WT plants subjected to Pi starvation for 1 or 3 days. 

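PR5 (AT1G75040), a thaumatin-like protein of the salicylate response, was higher than in WT at sufficient Pi by a log2 of 4.67 (standard error 0.34) in line 12 shoots and by 2.94 (standard error 0.34) in line 4 shoots. PAP26 (AT5G34850), a vacuolar acid phosphatase, fell by 7.95 (standard error 0.16) on the log2 scale in line 12 shoots and was near 0 RPKM in line 4 too. Across all 19773 shoot genes, the log2 changes of line 4 and line 12 from WT at sufficient Pi had a Pearson r of 0.796, and across 20530 root genes of 0.735. Genes are not independent replicates, and both changes were taken against the same 2 WT libraries. With that shared control alone, simulated libraries without any difference between genotypes gave a mean r of 0.501 in the shoot and 0.502 in the root (100 simulations). Their covariance was 0.0402 in the shoot and 0.0168 in the root, against 0.273 and 0.0859 in the data. When each line was set against a WT library of its own, r was 0.75 or 0.433 in the shoot, depending on which replicate of each line and of WT was used, and 0.436 or 0.455 in the root. Leaving out line 12 replicate 1 brought the shoot r to 0.603. Without the 313 genes seen in 5 shoot libraries it was 0.870, and 0.754 or 0.565 with each line set against a WT library of its own.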

Under Pi-sufficient conditions, the gene expression patterns of two *PHT5;1-GFP-*overexpressing lines showed a positive correlation (Pearson's coefficient of correlation *r*=0.73) (Supplementary Fig. 6a). 

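BGAL9 (AT2G32810), a beta-galactosidase, and PTAC18 (AT2G32180), a plastid protein, were lower than in WT in both lines, by mean log2 changes of -2.92 and -3.25 in line 12 over its 6 comparisons with WT. In line 4 these means were -2.90 and -3.29. In shoots at sufficient Pi, 1396 genes were higher and 392 lower in line 12, and 512 higher and 123 lower in line 4. Of these, 490 were higher in both lines and 91 lower in both, against 36.2 and 2.44 expected from independent lists of these sizes, and 0 were called in opposite directions. Of line 4's genes, 91.5% were called in line 12. Line 4's shoot counts depended on its own libraries and on WT: 136 genes were higher without its replicate 1 and 735 without its replicate 2, and 57 were lower without WT replicate 2. In roots, 495 genes were higher and 553 lower in line 12 (366 lower without WT replicate 1), and 144 higher and 767 lower in line 4. Rescaling by the median ratio made the line 4 counts 257 and 611, and 94 or 92 genes were higher in it without WT replicate 1 or 2. The lines shared 117 higher and 395 lower root genes (3.47 and 20.7 expected), again with 0 in opposite directions, and 56.2% of line 4's root genes were called in line 12. Line 4's replicate 2 at sufficient Pi was the root library with the fewest reads and had 26222 RPKM of AT2G01021, a transcript of 102 bases, against 1670 in replicate 1. Without it 380 genes were lower in line 4, and without replicate 1, 1683. The WT libraries are common to both comparisons, so part of the excess over the expected numbers can come from them.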

Compared with the WT, the differentially expressed genes in these two lines largely overlapped (Supplementary Fig. 6b). 

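SPX1, PAP17 and GDPD1, induced by starvation in WT, were higher in line 12 shoots with sufficient Pi. SPX1 had 42.5 ± 5.29 RPKM (SD, n = 2; log2 2.02, standard error 0.16, adjusted p = 3.9e-06 from limma). PAP17 had 19.4 ± 1.42 (SD, n = 2; log2 3.09, standard error 0.21, adjusted p = 2.1e-06 from limma) and GDPD1 33.6 ± 1.13 RPKM (SD, n = 2; log2 1.87, standard error 0.19, adjusted p = 1.9e-05 from limma). G3PP1 (AT3G47420), a glycerol-3-phosphate permease, had 10.8 ± 0.225 RPKM (SD, n = 2) against 1.2 ± 0.0655 (SD, n = 2) in WT. In roots of line 12 IPS1 had 20.0 ± 0.0885 RPKM (SD, n = 2; log2 3.82, standard error 0.2, adjusted p = 1.1e-08 from limma). AT4 had 282 ± 15.8 (SD, n = 2; log2 2.72, standard error 0.17, adjusted p = 5.8e-08 from limma) and PAP17 22.7 ± 3.75 RPKM (SD, n = 2). Of the 1085 shoot PSi genes, 711 (65.5%) were higher in line 12 and 2 lower, where 76.6 would be shared by independent lists. Of the 1909 root PSi genes, 350 (18.3%) were higher and 141 lower, with 46.0 expected. Part of this overlap can be carried by the WT libraries at sufficient Pi, which enter both comparisons. With a PSi set from 3 days against 1 day of starvation, which needs no WT library at sufficient Pi but is a smaller and different set, 21 of 154 shoot genes were higher in line 12 (10.9 expected; 29 lower). In the root it was 60 of 815 (19.6 expected; 188 lower). Genes whose rise was complete after 1 day fall outside that set. The PSi set was also called without 1 WT library at sufficient Pi, and line 12 measured against that library alone. By direction of the means, 965 of 1018 or 854 of 897 shoot PSi genes were then higher. In the root it was 1066 of 1724 or 960 of 1457. Shared libraries thus do not explain the direction of most shoot PSi genes.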

Taking the stronger *PHT5;1-GFP-*overexpressor 12 for further analyses, we found that 65.1 and 17% of the WT PSi genes (the PSR genes induced by Pi starvation in WT) were upregulated, respectively, in the shoot and root of the *PHT5;1-GFP* overexpressor under Pi-sufficient conditions (Venn diagrams in Fig. 6a,c). Up to 52.3 and 69.1% of the genes upregulated in the overexpresser relative to the WT, in the shoot and root respectively, were also WT PSi genes (Venn diagrams in Fig. 6a,c). Moreover, 50.4 and 34.0% of genes downregulated in the overexpresser in the shoot and root, respectively were WT PSr (Pi starvation repressed) genes.

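PR2 (AT3G57260), a beta-1,3-glucanase of the salicylate response, was much higher in line 12 shoots at sufficient Pi, with 271 ± 60.0 RPKM (SD, n = 2) against 3.87 ± 3.57 (SD, n = 2) in WT (log2 6.36, standard error 0.56, adjusted p = 7.4e-06 from limma). PR1 (AT2G14610), of the same response and no PSi gene, had 846 ± 189 RPKM (SD, n = 2) against 25.7 ± 33.1 (SD, n = 2). PDF1.2 (AT5G44420), a defensin of the jasmonate response, went from 47.3 ± 9.42 (SD, n = 2) to 452 ± 95.1 RPKM (SD, n = 2). All 8 salicylate response genes were higher (8 adjusted over the list alone; camera, adjusted p = 1.29e-07; 0.224 with an estimated correlation). Higher as well were 6 of 11 jasmonate response genes (6 adjusted over the list alone; adjusted p = 0.000237; 0.329 with an estimated correlation) and 4 of 6 heat shock genes (4 adjusted over the list alone; adjusted p = 0.00346; 0.214 with an estimated correlation). Of the 1396 genes higher in line 12 shoots, 50.9% were PSi genes, and of the 495 higher in its roots, 70.7%. GI (AT1G22770), a clock gene, was among the root genes that rose, from 13.1 ± 1.23 (SD, n = 2) to 46.4 ± 2.93 RPKM (SD, n = 2). Clock genes stood at 3 higher and 1 lower of 12 (3 and 1 adjusted over the list alone; adjusted p = 0.000798; 0.358 with an estimated correlation). Transcripts of photosynthesis, the mark of green tissue, were higher in those roots too, 4 of 20 (6 adjusted over the list alone; median log2 0.47; adjusted p = 8.03e-06; 0.324 with an estimated correlation).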

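GDPD2 (AT5G41080), a glycerophosphodiesterase, was lower in line 12 than in WT in the shoot, at 22.9 ± 6.54 against 97.1 ± 24.1 RPKM (SD, n = 2; log2 -2.08, standard error 0.23, adjusted p = 3.2e-05 from limma). In the root it had 57.5 ± 0.351 against 105 ± 5.1 RPKM (SD, n = 2; log2 -0.87, standard error 0.11, adjusted p = 0.00011 from limma). ASN1 (AT3G47340), asparagine synthetase, dropped in the shoot from 161 ± 4.58 (SD, n = 2) to 13.1 ± 6.69 RPKM (SD, n = 2). SEN1, a senescence gene, went from 401 ± 53.9 (SD, n = 2) to 38.1 ± 23.8 (SD, n = 2). NLA (AT1G02860), a ubiquitin ligase that removes Pi transporters, fell from 13.0 ± 0.552 (SD, n = 2) to 5.32 ± 0.487 RPKM (SD, n = 2). PAP26 fell from 70.3 ± 2.45 (SD, n = 2) to 0.0348 ± 0.00832 RPKM (SD, n = 2) in the shoot and from 149 ± 6.48 (SD, n = 2) to 0.0606 ± 0.0417 (SD, n = 2) in the root. Of the 392 genes lower in line 12 shoots, 209 (53.3%) were PSr genes. This is 29.6% of the 705 in that set, with 14.0 expected and 10 PSr genes higher. Of the 553 lower in the root, 185 (33.5%) were PSr genes, 19.5% of that set, with 25.6 expected and 8 higher. Genes lower at 3 days than at 1 day of starvation form a smaller and different set without shared libraries. Against it the overlap was 1 of 123 in the shoot (2.44 expected, 59 higher) and 17 of 294 in the root (7.92 expected, 39 higher). Against a WT library without part in the PSr sets, 501 of 725 or 394 of 634 shoot genes had lower means in line 12. In the root it was 529 of 700 or 629 of 859.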

To discern the overall changes of WT PSR genes in the *PHT5;1-*GFP overexpressor, we compared the gene expression between the overexpressor and WT plants by scatter plots (Fig. 6a–d). Notably, there is a tendency that the *PHT5;1-GFP* overexpressor had a higher level of expression of PSi genes but a lower level of expression of PSr genes under Pi-sufficient conditions (Fig. 6a,c). 

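PSi genes as a group were shifted upward in line 12 at sufficient Pi: in the shoot 1042 of them had a higher and 43 a lower mean than in WT, with a median log2 change of 1.24. PSr genes of the shoot were shifted downward, with 563 lower and 142 higher and a median of -0.57. In the root, 1307 PSi genes were higher and 599 lower (median 0.23), and 784 PSr genes were lower and 166 higher (median -0.26). The SD of the log2 change over genes was 0.618 in the shoot and 0.322 in the root. PHT1;4 (AT2G38940), a high-affinity Pi transporter, followed this direction in both tissues, at 9.46 ± 0.485 against 3.28 ± 1.18 RPKM (SD, n = 2) in the shoot and 40.8 ± 4.01 against 20.2 ± 0.37 (SD, n = 2) in the root. Shoots of line 4 gave medians of 0.72 for PSi and -0.41 for PSr genes. Its roots gave a median of -0.06 for PSi genes, 846 higher and 1059 lower, a direction that is not settled: the median was 0.04 after rescaling by the median ratio, 0.07 without line 4 replicate 2 and -0.18 without its replicate 1. Each of these medians uses the WT libraries at sufficient Pi that also define the sets, so chance values of these libraries alone can move PSi genes upward and PSr genes downward. In 100 simulations in which the lines equal WT, the medians in line 12 were on average 0.05 for PSi and -0.09 for PSr genes in the shoot, and 0.04 and -0.06 in the root, with 58.5% of the PSi genes higher in either tissue. Noise in them was drawn for each gene on its own, so they hold no shift common to a library. Their shoot sets were also larger than those of the data, on average 1319 PSi and 1195 PSr genes. With the sets called without 1 WT library and line 12 measured against that library alone, the shoot medians were 1.13 and 1.18 for PSi and -0.40 and -0.31 for PSr genes. In the root they were 0.13 and 0.22, and -0.23 and -0.16. Line 4 roots measured so gave -0.16 and -0.05 for PSi genes.

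**Figure D2:**
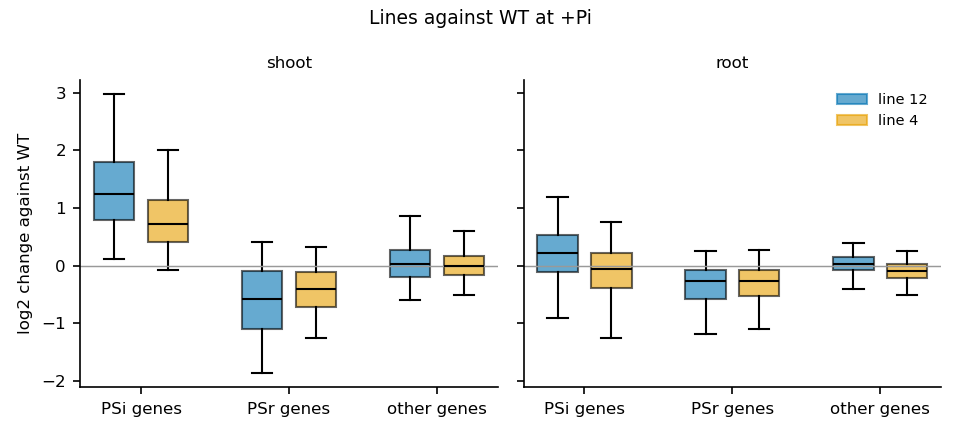
Log2 change of lines 12 and 4 from WT at sufficient Pi for PSi genes, PSr genes and all other tested genes, in shoot and root. Boxes span the quartiles with the median as a line, and whiskers cover most genes of each set; PSi medians lie above 0 except in the root of line 4, where rescaling turns the sign.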

Although the magnitude of the altered gene expression was more evident in the shoot than in the root, they showed a similar trend. Collectively, these results suggest that the overexpression of PHT5;1 triggers Pi starvation-activated transcriptional reprogramming.

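SPX1 and PAP17 changed in line 12 at sufficient Pi in the root as well, by log2 1.84 (standard error 0.18, adjusted p = 7.9e-06 from limma) and 1.77 (standard error 0.16, adjusted p = 2.6e-06 from limma). GDPD1 changed there by 0.80 (standard error 0.13). The difference between the tissues was tested gene by gene. Of 18698 genes tested in both, 2769 had a log2 change in line 12 that differed between shoot and root at an adjusted p under 0.05 from limma. The change was higher in the shoot for 1622 and lower for 1147 of them. Without replicate 2 of line 12 shoots 1008 were higher, and without replicate 2 of WT roots 711 were lower. Among the 351 genes that were PSi in both tissues, the median change was 1.24 in the shoot and 0.33 in the root, and 157 passed the test with the higher change in the shoot and 11 with the higher change in the root. Called higher were 219 of them in the shoot and 96 in the root, where 7 were lower. Their WT response to 3 days of starvation had medians of 1.42 and 1.01, values that the fold changes required of these genes hold up from below. The 139 genes that were PSr in both tissues had medians of -0.97 and -0.44.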

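WRKY75, a transcription factor of the starvation response, and ZAT6, a zinc finger protein, stood at log2 changes of 3.1 and 2.98 from WT in line 12 shoots at sufficient Pi, and MYB75, which drives anthocyanin synthesis, at 2.36. Of 12 tested genes of phosphate signalling 4 were higher and 1 lower in the shoot (4 and 1 adjusted over the list alone; camera, adjusted p = 0.164). Phosphate transport had 2 of 7 higher (2 adjusted over the list alone; adjusted p = 0.103) in the shoot. In the root 5 of 11 were higher (5 adjusted over the list alone; adjusted p = 7.55e-07; 0.241 with an estimated correlation). Membrane lipid remodelling had 3 higher and 1 lower of 15 in the shoot (3 and 1 adjusted over the list alone; adjusted p = 0.212). In the root 4 were higher and 1 lower (4 and 1 adjusted over the list alone; adjusted p = 0.027; 0.391 with an estimated correlation). Phosphate scavenging had 1 higher and 1 lower of 9 shoot genes (1 and 2 adjusted over the list alone; adjusted p = 0.725). Its median of 0.28 and mean of -0.46 differ in sign, with PAP26 among its genes. Anthocyanin synthesis had 3 of 12 higher in the shoot (4 adjusted over the list alone; adjusted p = 0.00036; 0.257 with an estimated correlation). Root anthocyanin genes had 4 of 10 higher (4 adjusted over the list alone; adjusted p = 0.00162; 0.347 with an estimated correlation). By qRT-PCR the paper had found nearly all PSi genes it examined higher in 2 PHT5;1 overexpressors at sufficient Pi. In the triple mutants they were lower, by less. With the overlaps with the WT response and the shifts of PSi and PSr genes in its scatter plots, the paper makes a proposal. It proposes that overexpression of PHT5;1 sets off the transcriptional response to Pi starvation.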

Interestingly, under Pi-deficient conditions, we found that the expression level of several of the PSi genes was suppressed in the *PHT5;1-GFP* overexpressor 12, whereas the expression of several of the PSr genes was upregulated (Fig. 6b,d). 

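SPX1, PAP17 and GDPD1 were lower in line 12 than in WT in shoots after 3 days without Pi, the reverse of their difference at sufficient Pi. SPX1 had 45.0 ± 6.4 RPKM (SD, n = 2; log2 -1.84, standard error 0.16, adjusted p = 6.1e-06 from limma). PAP17 had 12.5 ± 1.2 (SD, n = 2; log2 -2.60, standard error 0.21, adjusted p = 3.5e-06 from limma). GDPD1 had 47.1 ± 6.52 (SD, n = 2) and MGD3 6.84 ± 0.441 RPKM (SD, n = 2) against 37.9 ± 8.15 (SD, n = 2) in WT. MIOX2, repressed in starved WT shoots, was 183 ± 6.96 RPKM (SD, n = 2; log2 4.41, standard error 0.31). Of 9 genes of phosphate scavenging 6 were lower (7 adjusted over the list alone; camera, adjusted p = 1e-09; 0.214 with an estimated correlation). PAP26 is among the 6, at log2 -7.72, and was already as low at sufficient Pi (-7.95). Part of this list's fall was thus there before starvation. Of 15 of membrane lipid remodelling, 6 were lower and 1 higher (6 and 1 adjusted over the list alone; adjusted p = 5.37e-06; 0.253 with an estimated correlation). Anthocyanin synthesis had 4 of 12 lower (4 adjusted over the list alone; adjusted p = 5.94e-06; 0.224 with an estimated correlation). PR1 remained higher than in WT, with 256 ± 48.0 against 6.82 ± 1.9 RPKM (SD, n = 2). In all, 716 shoot genes were higher and 804 lower in line 12. Of the PSi genes 470 (43.3%) were lower and 29 higher, with 44.1 expected. Of the PSr genes, 205 (29.1%) were higher and 8 lower, with 25.5 expected. Against the sets from 1 day of starvation, which share no library with the comparison at 3 days, 371 of 779 PSi genes were lower and 155 of 422 PSr genes higher. Rescaling by the median ratio moved all shoot genes by -0.19 (log2) and the share of called genes that were higher from 47.1 to 28.4%.

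**Figure D3:**
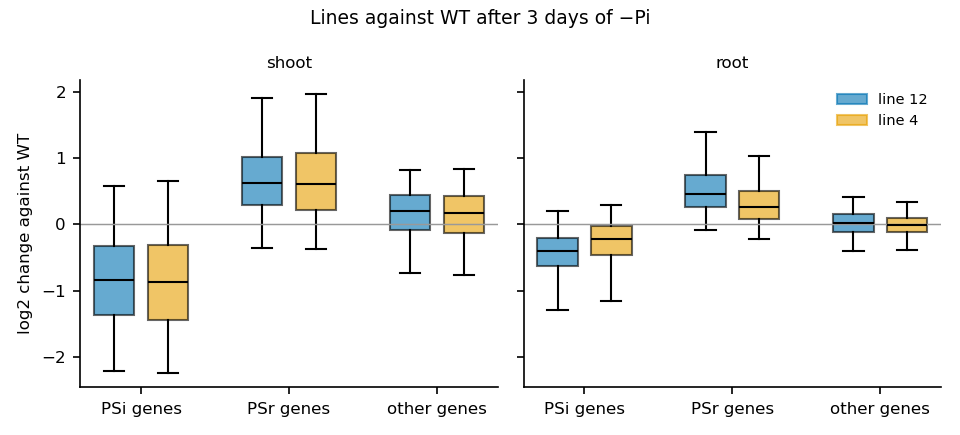
Log2 change of lines 12 and 4 from WT after 3 days without Pi for PSi genes, PSr genes and all other tested genes, in shoot and root. Boxes span the quartiles with the median as a line, and whiskers cover most genes of each set; PSi medians lie below and PSr medians above 0.

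**Figure D4:**
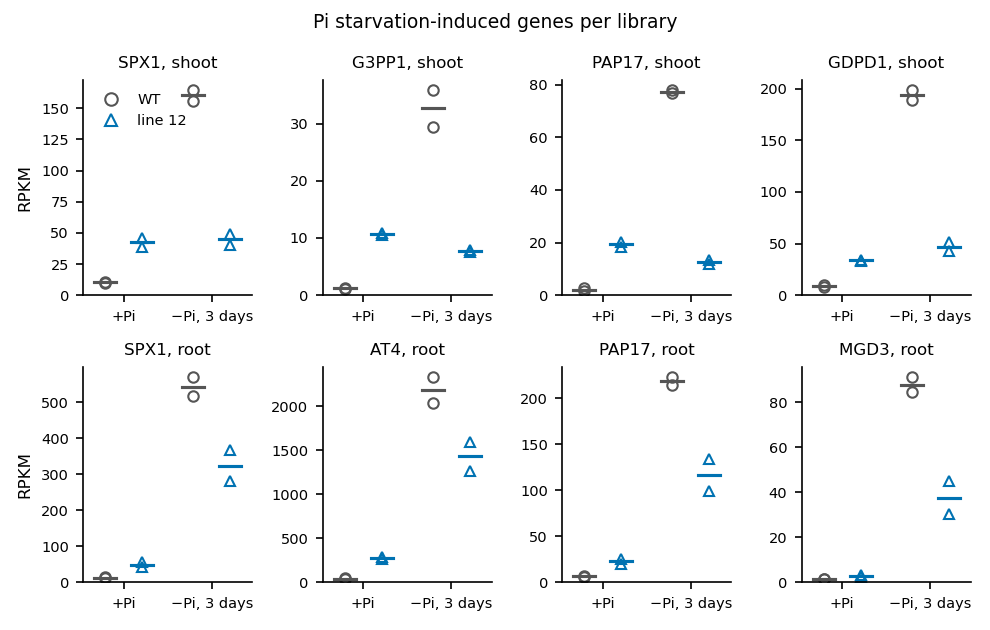
RPKM of PSi genes in each library of WT (circles) and line 12 (triangles) at sufficient Pi and after 3 days without Pi, for SPX1, G3PP1, PAP17 and GDPD1 in the shoot and SPX1, AT4, PAP17 and MGD3 in the root. Bars are means of 2 libraries; line 12 lies above WT at sufficient Pi and below it after 3 days.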

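SQD2 was lower in line 12 roots after 3 days without Pi, at 135 ± 24.1 RPKM (SD, n = 2; log2 -1.19, standard error 0.12, adjusted p = 5.1e-06 from limma). MGD3 had 37.6 ± 10.3 (SD, n = 2; log2 -1.24, standard error 0.17, adjusted p = 0.00018 from limma). PAP17 had 117 ± 24.5 (SD, n = 2; log2 -0.92, standard error 0.16, adjusted p = 0.0011 from limma) and IPS1 209 ± 40.7 RPKM (SD, n = 2; log2 -1.08, standard error 0.2, adjusted p = 0.0019 from limma). UMAMIT29, repressed in starved WT roots, was 21.0 ± 5.22 RPKM (SD, n = 2; log2 2.57, standard error 0.17). BT1 (AT5G63160), a BTB protein of nitrate signalling, had 331 ± 26.2 against 53.2 ± 5.16 RPKM (SD, n = 2). SPX1 had 324 ± 61.2 RPKM (SD, n = 2), and its call ended without either WT library or line 12 replicate 2. All 10 genes of anthocyanin synthesis were lower (10 adjusted over the list alone; camera, adjusted p = 4.81e-11; 0.214 with an estimated correlation). Lower too were 8 of 15 of membrane lipid remodelling (8 adjusted over the list alone; adjusted p = 6.26e-07; 0.214 with an estimated correlation) and 6 of 12 of phosphate scavenging (8 adjusted over the list alone; adjusted p = 6.66e-11; 0.214 with an estimated correlation). The 6 scavenging genes include PAP26, at log2 -8.12, which was already low at sufficient Pi (-8.92). Photosynthesis transcripts, the mark of green tissue, were lower in these roots too, 5 of 20 (6 adjusted over the list alone; median log2 -0.54; adjusted p = 4.85e-08; 0.253 with an estimated correlation). In all 488 root genes were higher and 575 lower. PSi genes made up 400 of the lower (21.0% of the set; 53.5 expected; 17 higher). PSr genes made up 309 of the higher (32.5% of the set; 22.6 expected; 4 lower). With the sets from 1 day of starvation, 233 of 736 PSi genes were lower (20.6 expected) and 132 of 290 PSr genes higher (6.89 expected). Without line 12 replicate 2, 313 genes were lower, and 11.3% of the PSi genes.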

Similar results were also observed for the *PHT5;1-GFP* overexpressor 4 (Supplementary Fig. 6c,d). This may be due to an increased capacity of vac-Pi to buffer the low cyt-Pi in the overexpressors. In addition, a subset of the PSi genes that were downregulated in the root of the *PHT5;1-GFP* overexpressors under Pi-sufficient conditions were significantly enriched in the gene ontology (GO) categories of the root development (for example, root morphogenesis, root epidermal cell differentiation and trichoblast differentiation) (Fig. 6e). However, these genes were upregulated to an extent comparable to the WT after 3 days of Pi starvation, implying that the internal low cyt-Pi level of the *PHT5;1-GFP* overexpressors alone was not sufficient to activate these genes. 

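Anthocyanin genes were lower in line 4 as well after 3 days without Pi, 4 of 12 in the shoot (5 adjusted over the list alone; camera, adjusted p = 0.000121; 0.249 with an estimated correlation). In the root 9 of 10 were lower (10 adjusted over the list alone; adjusted p = 2.57e-15; 0.214 with an estimated correlation). Photosynthesis transcripts, the mark of green tissue, were lower in these roots of line 4 as well, 6 of 20 (8 adjusted over the list alone; median log2 -0.59; adjusted p = 1.05e-12; 0.214 with an estimated correlation). Phosphate scavenging had 6 of 9 shoot genes lower and 1 higher (6 and 1 adjusted over the list alone; adjusted p = 8.55e-07; 0.214 with an estimated correlation). The lower ones include PAP26, at log2 -7.89, which was already low at sufficient Pi (-8.05). In the root PAP26 was the gene of that list to be called (1 of 12 lower, 1 adjusted over the list alone; adjusted p = 0.0834). Of 15 genes of membrane lipid remodelling 0 were called by limma there (0 adjusted over the list alone, 1 at an unadjusted p under 0.05; camera adjusted p = 0.423). In line 4 shoots 754 genes were higher and 871 lower. Of the PSi genes, 474 (43.7%) were lower, with 47.8 expected and 29 higher, while 223 PSr genes (31.6%) were higher, with 26.9 expected and 7 lower. Roots had 259 higher and 362 lower genes. They included 210 PSi genes that were lower (11.0% of the set; 33.7 expected; 18 higher) and 162 PSr genes that were higher (17.1%; 12.0 expected; 9 lower). With the sets from 1 day of starvation, 385 of 779 shoot PSi genes and 161 of 736 root PSi genes were lower in line 4. At sufficient Pi line 4 shoots shared 310 higher genes with the PSi set (28.6%; 28.1 expected) and 60 lower genes with the PSr set (8.51%; 4.39 expected). Line 4 roots at sufficient Pi had 97 PSi genes higher (13.4 expected) and 262 lower. These overlaps at sufficient Pi share the WT libraries that define the sets. With sets from 3 days against 1 day of starvation, which are smaller and different, 13 of 154 shoot PSi genes were higher in line 4 (3.99 expected) and 7 lower. Of 123 such PSr genes 0 were called lower by limma (1 at an unadjusted p under 0.05) and 10 higher. In the root 9 of 815 PSi genes were higher (5.72 expected) and 301 lower. Against a WT library without part in the sets, 929 of 1018 or 799 of 897 shoot PSi genes were higher in line 4. In its roots it was 618 of 1724 or 648 of 1457, by direction alone and without a test. Without line 4 replicate 1, 9.18% of the shoot PSi genes were higher at sufficient Pi. Without replicate 2 at 3 days, 492 shoot genes were higher, 171 root genes higher and 195 lower, and 6% of the root PSi genes were lower. Rescaling by the median ratio moved all line 4 shoot genes by -0.16 (log2) after 3 days and the share of called genes that were higher from 46.4 to 29.5%. It moved line 4 root genes at sufficient Pi by 0.1, and that share from 15.8 to 29.6%. Across genes, lines 4 and 12 had r values of 0.877 in the shoot and 0.779 in the root after 3 days (0.503 and 0.500 in simulated libraries with the shared control alone).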

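RHS15 (AT4G25220), a gene of root hair cells, fell in line 12 roots at sufficient Pi from 2.21 ± 0.0347 (SD, n = 2) to 0.39 ± 0.0401 RPKM (SD, n = 2) (log2 -1.95, standard error 0.26, adjusted p = 0.00013 from limma). It had risen to 8.03 ± 0.625 (SD, n = 2) in starved WT roots. XTH14 (AT4G25820), a cell wall enzyme of root hairs, had 17.5 ± 1.46 RPKM (SD, n = 2) in line 12 and 47.7 ± 5.56 (SD, n = 2) in WT (log2 -1.43, standard error 0.25, adjusted p = 0.0014 from limma). EXPA7 (AT1G12560), an expansin of root hairs that is near-identical to EXPA18 and may share reads with it, had 17.7 ± 1.03 against 36.3 ± 0.49 RPKM (SD, n = 2). Of 36 root hair growth genes, 23 were lower in line 12 (23 adjusted over the list alone; median log2 -0.99; camera, adjusted p = 4.64e-24; 0.214 with an estimated correlation). In line 4 it was 26 (26 adjusted over the list alone; median -1.15; adjusted p = 2.01e-26; 0.214 with an estimated correlation). The root PSi genes that were lower in line 12 numbered 141, and 22 of them were root hair growth genes, against 0.247 expected among the 20530 genes tested (one-sided Fisher's exact test, p = 1.62e-39). All PSi genes held 28 of the 36 (3.35 expected; one-sided Fisher's exact test, p = 1.57e-22). Without XTH12, XTH13, EXPA7 and EXPA18, whose copies share reads, 18 remained (one-sided Fisher's exact test, p = 1.63e-31). Extensin-like proteins, a family whose members resemble each other in sequence, made up 14 of the 141 (0.261 expected; one-sided Fisher's exact test, p = 2.25e-21). Class III peroxidases made up 6 (0.385 expected, one-sided Fisher's exact test, p = 2.31e-06). Fisher's test takes genes as independent draws. Its p-values thus ignore correlation between genes and do not measure the spread between replicates. In both lines 135 PSi genes were lower, 22 of them root hair growth genes. Genes of root epidermal cell fate, which set the hair and non-hair pattern, had 0 of 9 called in line 12 by limma (0 adjusted over the list alone, 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.0648).

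**Figure D5:**
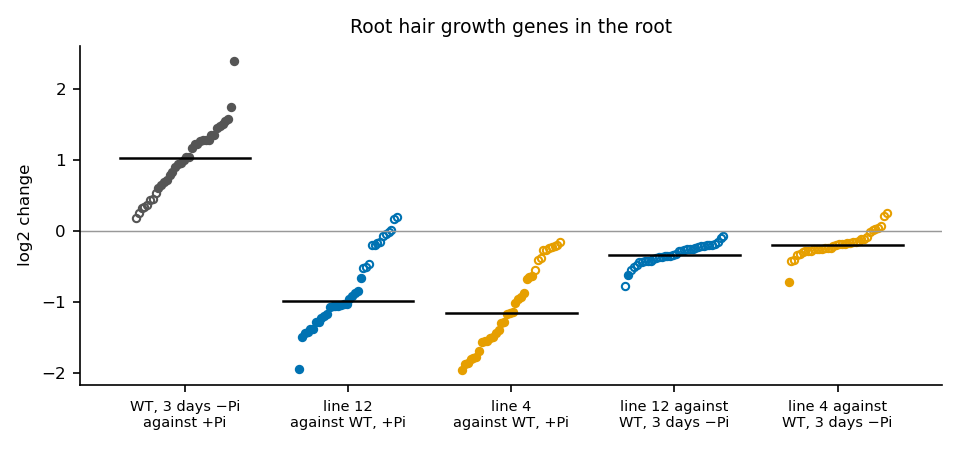
Log2 change of 36 root hair growth genes in roots of WT after 3 days without Pi against sufficient Pi, and of lines 12 and 4 against WT at sufficient Pi and after 3 days. Each point is a gene, filled where called, and lines are medians. The medians lie above 0 in starved WT and below 0 in both lines at sufficient Pi.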

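RHS15, XTH14 and the other 139 PSi genes that were lower in line 12 roots at sufficient Pi all had higher means after 3 days without Pi than at sufficient Pi in WT, line 4 and line 12. Their median log2 response was 1.20 in WT, 1.75 in line 12 and 2.17 in line 4. Against WT at the same Pi supply, their median went from -1.06 at sufficient Pi to 0.30 after 1 day and -0.40 after 3 days in line 12, and from -1.29 to 0.23 and -0.25 in line 4. After 3 days 19 of the 141 were still lower than in WT in line 12 and 14 in line 4, with 0 higher in either by limma, also at an unadjusted p under 0.05. The 3-day response was larger than in WT for 31 genes in line 12 and for 79 in line 4 at an adjusted p under 0.05 from limma's test of the difference. Part of this is built in, since the genes were chosen for being lower in line 12 than in WT at sufficient Pi, and those line 12 and WT libraries are the baseline of the responses. Of the 36 root hair growth genes, 1 was called lower in line 12 after 3 days (1 adjusted over the list alone), with a median of -0.33 (camera, adjusted p = 3.03e-07; 0.407 with an estimated correlation), and 1 in line 4, with a median of -0.19 (1 adjusted over the list alone; adjusted p = 0.00443; 0.639 with an estimated correlation). That gene in line 12 was RSL4, a transcription factor of root hair growth, whose call ended without WT replicate 1 or line 12 replicate 2.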

In support of this, the changes of root morphology under low Pi are mainly associated with the external Pi concentrations^38^,^39^. Nonetheless, the primary cause for the downregulation of these genes in the *PHT5;1-GFP* overexpressors under Pi-sufficient conditions is currently not clear.

## Discussion

Similar to other nutrients, Pi has different fates after uptake into the root: (i) it can enter the cytoplasmic pool for the biosynthesis of P-containing compounds or the regulation of protein function and signalling transduction; (ii) it can also be transported radially, passing through several cell layers of the root, towards the vascular bundle for the long-distance translocation to the above-ground tissues; (iii) alternatively, it can enter the vacuole for storage^40^. For decades, ^31^P-NMR spectroscopic monitoring of the exchange of Pi between the cytoplasm and the vacuole suggested the existence of vacuolar transport systems^41^,^42^,^43^,^44^,^45^. However, the mechanism underlying the passage of Pi across the tonoplast remained obscure. Herein we identified the *Arabidopsis* SPX-MFS family as the long-sought-after vac-Pi importer and designated them as PHT5 Pi transporters, by phenotypic and functional characterization of the respective *PHT5* mutants and overexpressing lines.

Using *in vivo*^31^P-MRS analysis, we determined the subcellular compartmentation of Pi between the cytoplasm and the vacuole of the *Arabidopsis* seedlings. Under Pi-replete conditions, the total Pi levels of the single *pht5;1* and the triple knockouts were reduced by 40% relative to the WT plants (Fig. 2a,b); yet, only the triple mutant displayed an increased cyt-Pi level (Fig. 4). In line with the role of PHT5 proteins in facilitating Pi import across the tonoplast, the *PHT5*-overexpressing lines overaccumulated Pi in the vacuole, thus leading to a decreased cyt-Pi level (Fig. 4). Except one report^43^, distinguishing the cytosolic Pi from the organelle Pi by ^31^P-NMR analysis has been technically difficult because of the low amount of Pi and the similar pH values of these compartments. We thus speculated that the cytosolic Pi of the *PHT5;1*-overexpressing lines is even lower than the cyt-Pi level we measured.

Despite the partial redundancy of the three *Arabidopsis* PHT5 proteins, loss of PHT5;1 rather than PHT5;2 or PHT5;3 led to severe leaf necrosis on Pi replenishment following Pi starvation (Fig. 2c), suggesting that PHT5;1 plays a major role in mediating the Pi import to the vacuole, preventing Pi accumulation in the cytoplasm accompanied by massive Pi uptake into the cell. Such a protection mechanism of vac-Pi sequestration is critical for plant growth under varying environmental Pi status and can explain the tolerance of the *pho2* mutant or other Pi overaccumulators to high amounts of cellular Pi^33^,^34^,^46^,^47^. By contrast, the *PHT5*-overexpressing lines displayed a higher vac/cyt ratio of Pi compartmentation, a decreased cyt-Pi level and a disturbance of cytoplasmic homeostasis that impaired the plant growth (Figs 3 and 4). Furthermore, given that the triple mutants are viable, we cannot exclude the possibility that plants can exploit other strategies bypassing the PHT5-mediated passage of Pi for their survival.

Although we anticipated to find an altered expression of *PHT5* gene*s* in response to varying Pi supply, in fact the steady-state level of *PHT5;1* and *PHT5;3* transcripts in the shoot was independent of the Pi status (Fig. 1m,n). Regulation of *PHT5* genes at the translational or posttranslational level are likely to be involved. In the Pi-starved root, the reduced expression of *PHT5;3* (Fig. 1n) would prevent Pi import into the vacuoles; however, the upregulation of *PHT5;1* disagreed with this view (Fig. 1m). In rice, *OsSPX-MFS1* and *OsSPX-MFS2* (Os02g45520) also showed distinct responses to Pi starvation^23^,^26^. On transfer to low-Pi medium, the *Vtc* genes were upregulated and the protein complex was accumulated in yeast vacuolar membranes, to facilitate polyP synthesis and import to the vacuole^35^,^48^. This led to a lower cyt-Pi level whose feedback stabilized Pi starvation responses for the growth adaptation^48^. We thus speculate that certain Pi-starved plant cells might increase the vac-Pi transport activity to fine-tune the expression of PSR genes by keeping the cyt-Pi level low. Indeed, the vacuoles isolated from Pi-starved barley mesophyll cells showed higher activity of Pi transport than those from Pi-replete cells^17^.

In rice, *OsSPX-MFS1* and *OsSPX-MFS2* are the targets of a PSi microRNA, *Os*miR827 (refs 23, 26). *At*miR827 is also induced by Pi starvation in *Arabidopsis*^49^ and potentially able to cleave the transcript of *AtPHT5;1*, although it was not experimentally validated. Instead, *At*miR827 targets another SPX domain-containing protein, NITROGEN LIMITATION ADAPTATION, which regulates the degradation of PHT1 proteins by ubiquitination-mediated endocytosis^50^. Interestingly, *AtPHT5;1* and *OsSPX-MFS2* have several transcript variants with different 5′-untranslated region lengths, resulting in differential targeting of miR827.

Our initial attempt to express the *Arabidopsis* PHT5;1 in yeast cells was unsuccessful, owing to mistargeting or instability of the protein. Instead, we confirmed the capability of the rice OsSPX-MFS1 homologue to transport Pi into yeast vacuoles (Fig. 5). We observed that the Pi uptake activities of the OsSPX-MFS1-expressing yeast vacuoles was uncoupled from H^+^ and not affected by the presence of ATP (Fig. 5b,c), suggesting that the vac-Pi import is mediated by facilitated diffusion along the electrochemical gradient. The Pi transport into vacuoles isolated from Pi-replete barley leaves was reported to be independent of ATP^17^. However, ATP stimulated the Pi uptake into the vacuoles isolated from Pi-starved barley leaves and *Catharanthus* cell culture grown under Pi-sufficient medium, hinting at the requirement of an electrochemical gradient generated by the H^+^ pump^17^,^51^. It is worth mentioning that we failed to detect a difference in the Pi transport activity of the *Arabidopsis* intact vacuoles between the WT and the *pht5;1* knockout plants. We speculated that unknown cytosolic components required to activate the vac-Pi transport are missing in this experimental system, or that the Pi influx of the isolated *Arabidopsis* vacuoles is very low and thus limiting a detailed study^51^.

While this study was under revision, an independent study also reported the role of PHT5;1, which they named VPT1, in mediating vac-Pi storage^30^. Complementary to our observation, the electrophysiological analysis of *VPT1-GFP*-expressing vacuoles suggested that VPT1 mediates the cytosolic Pi concentration-dependent Pi inward current and possesses the single channel-like characteristics^30^. This channel-like property may explain the ATP and H^+^-independent Pi influx of yeast vacuoles we observed. Liu *et al.*^30^ also reported that the *vpt1* mutant (*pht5;1-3* in this study) is more sensitive to high Pi stress when grown in hydroponic medium containing 6.5 mM Pi. However, we did not observe this phenotype, possibly because the concentration is much higher than the Pi-replete growth conditions we used (250 μM Pi). Under our growth conditions, *pht5;1-3* mutants showed a reduction of fresh weight by ∼20% compared with WT plants; however, this phenotype was independent of Pi concentrations and was not observed in the other two allelic mutants, *pht5;1-1* and *pht5;1-2*, and even in the *pht5;1-2 pht5;2 pht5;3* triple mutant. Nevertheless, all the loss-of-function mutants of *PHT5;1*, *pht5;1-1*, *pht5;1-2* and *pht5;1-3* displayed consistent phenotypes on Pi replenishment.

As the expression of the rice *OsSPX-MFS1* complemented the phenotype of *Arabidopsis pht5;1* mutants (Supplementary Fig. 4), the *Arabidopsis* PHT5 proteins and the rice homologue SPX-MFS1 appear to play a similar role in transporting Pi across the tonoplast. However, OsSPX-MFS3 (Os06g03860) was concluded to be a vac-Pi efflux transporter in a recent report based on the influx of Pi into the *Xenopus* oocytes in which OsSPX-MFS3 was mislocalized at the plasma membrane^27^. The overexpression of *OsSPX-MFS3* led to a decreased Pi level in the rice vacuoles^27^. This seems contradictory to our current findings (and those of Liu *et al.*^30^) of the role of the *Arabidopsis* PHT5 proteins in vac-Pi storage and sequestration. We then analysed the phylogenetic relationship between 47 SPX-MFS homologues in 13 different species and found that the eudicot and monocot SPX-MFS homologues fall into two different clades (Supplementary Fig. 7). Although the *Arabidopsis* and rice SPX-MFS homologues share 68–72% amino acid identity, the result suggests that the monocot and eudicot *SPX-MFS* genes may diverge before the speciation of monocot and eudicot plants, and evolve independently. However, whether the divergence is associated with functional variation (Pi export versus Pi import) requires further validation. Intriguingly, a substantial activity of Pi efflux out of the *OsSPX-MFS3*-expressing X*enopus* oocytes was also detected^27^, hinting the potential capability of OsSPX-MFS3 to transport Pi bidirectionally. How the biophysical properties of PHT5 proteins in these different types of cells contribute to the underlying transport mechanism requires further investigation.

In budding yeast *S. cerevisiae*, the activation of the *Pho* pathway via intracellular Pi sensing is at the core of Pi starvation programme^52^. Despite the unique mechanism of polyP synthesis and storage in the yeast vacuole^35^,^36^, both the Pi fluxes at the plasma membrane and at the tonoplast control the amount of cyt-Pi^52^,^53^. Molecular mechanisms underlying Pi sensing, signalling and adaptation in multicellular organisms such as plants are even more complex^5^. Identification of the plant vac-Pi importers allowed us for the first time to address the effect of the internal Pi level on the global transcript expression. From the results of RNA-seq analyses, we propose that the low cyt-Pi level of the *PHT5;1*-overexpressing lines induces an internal signal of Pi starvation, triggering the genome-wide transcriptional reprogramming resembling the Pi starvation responses occurring in WT plants. These data suggest that the cyt-Pi level regulates the majority of PSR genes. 

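PAP17 and SPX1 in line 12 at sufficient Pi lay between WT at sufficient Pi and WT after 3 days of starvation, in shoots and in roots. Across all shoot genes, the log2 change of line 12 from WT at sufficient Pi had a Pearson r of 0.554 with the WT response to 3 days of starvation, and across root genes of 0.281. Both use the same WT libraries, which alone gave 0.223 and 0.166 in simulated libraries. After 3 days without Pi the change of line 12 from WT had an r of -0.526 with the same response in the shoot and -0.627 in the root, where simulated libraries gave -0.221 and -0.166. SAG13 (AT2G29350), a gene of senescence, changed by log2 5.59 (standard error 0.48) in line 12 shoots and by -0.02 (standard error 0.48) in starved WT shoots. Salicylate response genes as a list rose in starved WT shoots as well, 4 of 8 (4 adjusted over the list alone; median log2 1.12; camera, adjusted p = 0.00029; 0.308 with an estimated correlation).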

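Counted over all PSR genes of WT, with PSi and PSr taken together, 920 of 1790 shoot genes (51.4%) were called in line 12 at sufficient Pi in the direction that starvation gives in WT, and 12 in the other direction. In the root it was 525 of 2831 (18.5%), with 139 (4.91%) in the other direction. The 14 root genes that were PSi at 1 time and PSr at the other are left out. Line 4 had 370 shoot genes (20.7%) and 246 root genes (8.69%) in the starvation direction, and 2 and 261 in the other. With a library left out, the shoot share ran from 45.6% (its replicate 2) to 52.3% in line 12 and from 6.73% (its replicate 1) to 23.3% in line 4. The root share ran from 14.4 to 20.3% and from 6.76 to 10.9%. Over both tissues, 1445 of 4621 (31.3%) followed the starvation direction in line 12 and 616 (13.3%) in line 4. G3PP1, GDPD1 and SPX1 were among those that did so in line 12 in both tissues, and GDPD2 among those that were lower.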

Although most of the PSR genes were activated in the *PHT5;1*-overexpressing lines, the expression of a subset of PSR genes associated with trichoblast differentiation was not upregulated but even suppressed, raising the possibility that when the external Pi is replete, PHT5 proteins play a role in repressing the development of root-hair cells besides their involvement in the maintenance of cyt-Pi homeostasis.

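RHS19 (AT5G67400), a peroxidase of root hairs, rose in starved WT roots from 47.1 ± 1.25 (SD, n = 2) to 140 ± 15.6 RPKM (SD, n = 2; log2 1.56, standard error 0.23, adjusted p = 0.00015 from limma). The PSi genes of the root that were lower than in WT at sufficient Pi numbered 262 in line 4. Of these, 25 were root hair growth genes (one-sided Fisher's exact test, which takes genes as independent draws, p = 7.34e-40). Extensin-like proteins were lower in both lines at sufficient Pi, 14 of 38 in line 12 (14 adjusted over the list alone; camera, adjusted p = 1.02e-08; 0.249 with an estimated correlation) and 16 of 38 in line 4 (16 adjusted over the list alone; adjusted p = 1.8e-08; 0.251 with an estimated correlation). Their medians were -0.17 and -0.37. Class III peroxidases had 13 of 56 lower and 3 higher in line 12 (14 and 3 adjusted over the list alone; adjusted p = 0.105). Their median of 0.07 and mean of -0.14 differ in sign. After 1 day of starvation WT roots had 0 of the 36 root hair growth genes higher and 1 lower by limma (1 higher and 4 lower at an unadjusted p under 0.05).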

Besides PHT5 proteins, the other eukaryotic SPX domain-containing Pi transporters such as the yeast Pho87, Pho90, Pho91 and the plant Pi exporter PHO1 are also key regulators of Pi homeostasis^19^,^21^,^22^. In yeast, the SPX domain of Pi transporters plays an inhibitory role in regulating the Pi transport activities through the interaction with the regulatory protein Spl2 (ref. 21). Although many SPX domain-containing proteins were shown to exhibit intrinsic properties required to interact with other proteins^21^,^50^,^54^,^55^,^56^,^57^, the elucidation of their structural–functional relationship and the identification of novel SPX domain-interacting proteins would be necessary to reveal how the additional cytoplasmic SPX domain modulates the transport activity of PHT5 proteins. Functional studies of different truncated and point mutation variants of PHT5 proteins may reveal more relevant information about their mode of regulation on a molecular basis.

In summary, identification of the *Arabidopsis* PHT5 family as the vac-Pi importers opens up a new area of investigation into how plants coordinate the vac-Pi transport activity with the cellular metabolism and environmental fluctuations. Our findings also invoke interesting questions regarding how Pi is translocated out of the vacuole for metabolic needs on Pi deficiency and during Pi remobilization. The rice OsSPX-MFS3 was recently shown to be responsible for the vac-Pi export^27^; however, our results here support that its paralogue (OsSPX-MFS1) and orthologues (*Arabidopsis* PHT5 proteins) contribute to the Pi import into vacuoles. In the future, identification of both Pi influx and efflux systems in the same plant species can offer clear and insightful information.

## Methods

### Growth conditions and plant material

*Arabidopsis thaliana* ecotype Columbia (Col-0) was used in this study. The *pht5;1-1* (SAIL_789_E03), *pht5;1-2* (SAIL_96_H01), *pht5;1-3* (SALK_006647), *pht5;2* (SALK_009309) and *pht5;3* (SAIL_422_D07) T-DNA insertion mutants were obtained from the Arabidopsis Stock Center. Seeds were surface sterilized and germinated on agar plates with one-half modified Hoagland nutrient solution containing 250 μM KH_2_PO_4_, 1% sucrose and 1% bactoagar. The Pi-sufficient (+Pi) and Pi-deficient (−Pi) media were supplemented with 250 and 10  μM KH_2_PO_4_, respectively, unless specified otherwise. For hydroponic growth, the medium was prepared without supplement of sucrose. For the plant samples used for ^31^P-MRS analysis, 20 mg of seeds were surface sterilized and evenly distributed on the surface of the 100-μm nylon mesh cell drainer (BD 352360) by mixing with sterilized 1% agarose. The seeds were germinated in the sterilized six-well culture plates, each containing 5 ml of one-half modified Hoagland nutrient solution with 1 mM KH_2_PO_4_ and 1% sucrose. Three days after germination, the growth medium was exchanged at 12–24 h intervals. For RNA-seq, sample preparations are described as follows: 10-day-old seedlings were germinated and grown under +Pi conditions on the agar plates and then transferred to the −Pi media for an additional 1–3 days.

### Gene constructions and plant transformation

All the insert fragments of interest were amplified and cloned into pCR8/GW/TOPO (Invitrogen) for sequencing and then recombined into the desired Gateway destination vectors via LR Clonase enzyme mix (Invitrogen). For *Arabidopsis* overexpression experiments, the open reading frame (ORF) of *PHT5;1*, *PHT5;3* and *OsSPX-MFS1* (Os04g48390) complementary DNA and *PHT5;2* from genomic DNA were cloned and recombined into the Gateway destination vector pK7FWG2.0 or pMDC32, designated as *p35S:PHT5;1-GFP*, *p35S:PHT5;3-GFP*, *p35S:GFP-OsSPX-MFS1* and *p35S:PHT5;2-HA*. For the promoter assay, *pPHT5:GUS* constructs were generated using pMDC162 as the Gateway destination vector. For the complementation of *pht5;1-3* mutants, the *PHT5;1* genomic sequence was cloned and recombined into the Gateway destination vector pGWB504. Transgenic plants were generated using an *Agrobacterium tumefaciens* dipping procedure^58^ via strain GV3101.

### Transient expression

Transformation of *Arabidopsis* mesophyll protoplasts for transient expression of fluorescence fusion proteins was performed with tape-*Arabidopsis* sandwich method^59^. The Agrobacterium-mediated transient expression in tobacco leaves was conducted^55^. *Agrobacterium* EHA105 strain harbouring the constructs of genes of interest was grown in Luria–Bertani medium, collected and resuspended in the infiltration medium (10 mM MgCl_2_, 10 mM MES and 100 μM acetosyringone) to an OD_600_ of 1.0. The second or third true leaves of 3-week-old tobacco plants was infiltrated with *Agrobacterium* and analysed at 3 days post infiltration. Confocal microscopy images were taken using a Zeiss LSM 510 META NLO DuoScan with objectives LCI Plan-Neofluar × 63/1.3 Imm and Plan-Apochromat × 100/1.4 oil. Excitation/emission wavelengths were 488 nm/495–510 nm for GFP.

### GUS staining

GUS activity was detected by a modified method^60^. Briefly, transgenic plants were vacuum infiltrated with solution containing 1.9 mM X-Gluc (5-bromo-4-chloro-3-indoyl-*β*-D-glucuronide) for 4 to 6 h and chlorophyll was then cleared from the sample by 75% ethanol after staining. At least ten independent transgenic lines for each construct were examined. Representative results were shown.

### Measurement of phosphate contents

Tissues were homogenized with 1% glacial acetic acid. After centrifugation, the supernatant was collected and mixed with assay solution containing 0.35% NH_4_MoO_4_, 0.86 N H_2_SO_4_ and 1.4% ascorbic acid. Pi contents were determined by colorimetric assay based on the formation of phosphomolybdate followed by its reduction with ascorbic acid^31^.

### RNA isolation and qRT–PCR

Total RNA was isolated using RNAzol (Molecular Research Center) followed by treatment with DNase I (Ambion), to eliminate genomic DNA contamination. cDNA was synthesized from 0.5 to 1 μg total RNA using Moloney murine leukemia virus reverse transcriptase (Invitrogen) with oligo(dT) primer. qRT–PCR was performed using the Power SYBR Green PCR Master Mix kit (Applied Biosystems) on a 7300 Real-Time PCR system (Applied Biosystems) according to the manufacturer's instructions. Relative expression levels were normalized to UBQ10 as an internal control. For RNA-seq, RNA quality was verified by Agilent Bioanalyzer 2100 and only samples with RNA integrity numbers above 9.0 were used. Oligonucleotide sequences of the primer pairs used for PCR and cloning are shown in Supplementary Table 1.

### High-throughput RNA-seq analysis

Two biological replicates per condition and about 20 seedlings per replicates were used for library synthesis. Twelve libraries were multiplexed and loaded on each lane of the Illumina Hiseq flow cell v3. Sequencing was then performed on a Hiseq 2500, as a 2 × 100 paired-end run, according to the manufacturer's protocol (Illumina). The trimmed paired reads from each sample were mapped against the *A. thaliana* reference (TAIR10) using CLC Genomics Workbench (CLC Bio, http://www.clcbio.com), in which the expression values were reported as RPKM. An average of 96% of trimmed reads equivalent to 17–33 million reads per library was successfully mapped to the genome. For statistical analysis, the software package edgeR (empirical analysis of DGE in R)^37^ implanted in CLC Genomics Workbench was employed. The exon mapped reads for individual gene were compared and false discovery rate-corrected *P*-values was calculated. Total count filter cutoff is set at 5 using the Estimate tag-wise dispersions. The entities with RPKM value <0.25 were assigned to 0.25 for calculation of fold changes. For differential expression comparisons, false discovery rate-corrected *P*-value <0.05 coupled with fold changes of RPKM was applied to filter out differentially expressed genes.

### ^31^P-MRS analysis

^31^P-MRS data were acquired using a 7T MRI system (ClinScan 70/30 USR, Bruker, Ettlingen, Germany) with a dual tuned 1H/31P Radiofrequency coil. Eight-day-old seedlings together with the cell drainer were rinsed with deionized distilled water. Next, the whole sample was immersed under 20 ml perfusion buffer (10 mM MOPS pH=7.5, 50 mM glucose and 0.1 mM CaSO_4_) in a glass beaker and then placed above the centre of the coil. One hundred microlitres of 25 mM methylene diphosphonate (MDP) was used as an internal reference of chemical shift (*δ*), the value corresponding 17.9 p.p.m. relative to 85% phosphate solution (0 p.p.m.). The positioning of plant samples, MDP reference and Radiofrequency coil were kept consistent among all the experiments.

Before the acquisition of phosphorus data, magnetic field homogeneity was shimmed over 25 × 25 × 20 mm^3^ volume based on the ^1^H signal from the sample. To ensure the homogeneity of the magnetic field, the shimming procedure was repeated until the linewidth of the water peak was <10 Hz. The shimming setting was then used for acquisition of phosphorus spectroscopic data. ^31^P data were collected using a single hard pulse sequence with free induction decay acquisition with the following parameters: bandwidth=6,002 Hz, repetition time (TR)=2,000 ms and number of averages=2,048. The scanning time on the ^31^P spectroscopy of each sample was 68.3 min. To examine the pH values of the observed vacuolar and cyt-Pi peaks, a pH calibration curve was obtained by using a series of 1 M phosphate solutions with various pH values from 4.8 to 7.4. All ^31^P data were quantified using the time-domain fitting software (jMRUI)^61^ with the AMARES algorithm. Spectral process included 35 Hz Gaussian apodization, automatic zero-order phase adjustment and the first-order phase adjustment with range fixed within −1 and 1. The resonances corresponding to the peak of vac-Pi (0.82–1.27 p.p.m.) and the cyt-Pi (cyt-Pi, 2.08–2.62 p.p.m.) were quantified. The ratios of vac-Pi to cyt-Pi were calculated based on jMRUI quantification results.

### *OsSPX-MFS1* expression in yeast and vacuole transport assay

The ORF of *OsSPX-MFS1* was cloned and recombined into the Gateway destination vector pAG415GPD-ccdB and transformed into *S. cerevisiae* strain *vtc4* mutant^36^. ^33^P transport assay was performed with isolated yeast vacuoles according to a modified protocol^62^. After incubation with ^33^Pi, vacuoles were floated and purified with silicon oil^63^ followed by radioactivity measurement. When applied, a final concentration of 4 mM ATP or 10 μM carbonyl cyanide m-chlorophenyl hydrazone (CCCP) was added in the uptake solution. The ^33^Pi uptake value at the zero-time point was used for the subtraction of background. To analyse the subcellular localization of OsSPX-MFS1, the ORF of *OsSPX-MFS1* without a stop codon was cloned into pAG415GPD-ccdB-eCFP, to fuse with enhanced cyan fluorescent protein (ECFP) at the C terminus. The fluorescent signal was observed by confocal microscopy.

## Additional information

**Accession codes:** The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession code GSE74856.

**How to cite this article:** Liu, T.-Y. *et al.* Identification of plant vacuolar transporters mediating phosphate storage. *Nat. Commun.* 7:11095 doi: 10.1038/ncomms11095 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Table 1

Supplementary Data 1 RNA-seq analyses of WT and *p35S:PHT5;1-GFP*-overexpressing plants grown under Pi-sufficient and -deficient conditions.

## Figures and Tables

**Figure 1:**
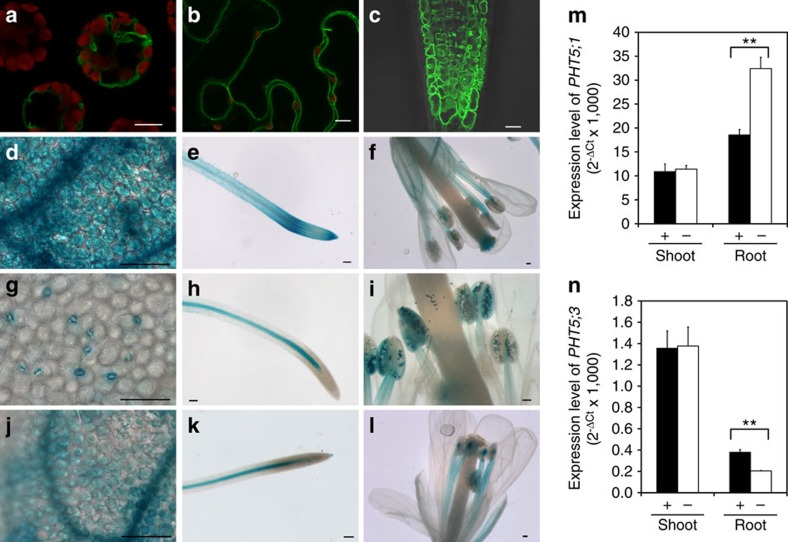
Expression and tonoplast localization of AtPHT5 family members. Expression of *p35S:PHT5;1-GFP* in *Arabidopsis* mesophyll protoplasts (**a**), tobacco (*N. benthamiana*) leaves (**b**) and roots of *Arabidopsis* transgenic plants (**c**). Expression of *pPHT5;1:GUS* (**d**–**f**), *pPHT5;2:GUS* (**g**–**i**) and *pPHT5;3:GUS* (**j**–**l**) in 12-day-old seedlings grown under Pi-sufficient conditions (**d**,**e**,**g**,**h**,**j**,**k**) and in flowers of transgenic plants grown in soils (**f**,**i**,**l**). Scale bars, 10 μm (**a**,**b**,**c**); 100 μm (**d**–**l**). qRT–PCR analysis of *PHT5;1* (**m**) and *PHT5;3* (**n**) expression in the shoot and root of 13-day-old WT seedlings under Pi-sufficient (+) and Pi-deficient (–, 7 days of Pi starvation) conditions. Error bar, s.e. (*n*=3). **P<0.01, Student's *t*-test. Results of qRT–PCR were reproducible in three independent experiments.

**Figure 2:**
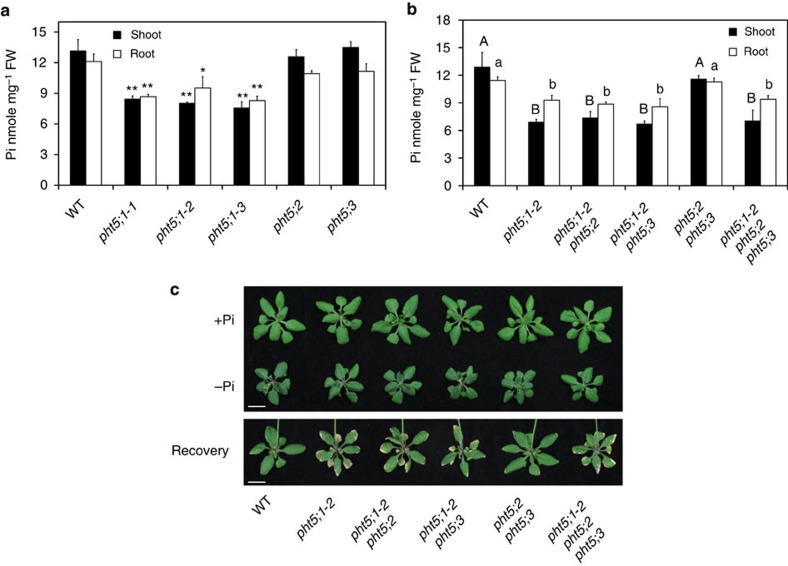
The capacity of Pi storage and recovery is impaired in the *pht5;1* mutants. The Pi level of WT, *pht5;1-1*, *pht5;1-2*, *pht5;1-3, pht5;2* and *pht5;3* plants (**a**, asterisks indicate a significant difference compared with WT, *P<0.05, **P<0.01, Student's *t*-test) and their respective double and triple mutants (**b**, different upper and lower case letters represent a significant difference among genotypes in the shoot and root samples, respectively, analysis of variance *P*<0.05) grown under Pi-sufficient conditions. The phenotype of 21-day WT, *pht5;1-2*, *pht5;1-2 pht5;2*, *pht5;1-2 pht5;3*, *pht5;2 pht5;3* and *pht5;1-2 pht5;2 pht5;3* plants grown under Pi-sufficient (+P) and Pi-deficient (−Pi) conditions, and after 3 days of Pi replenishment following 3 days of Pi starvation (Recovery) (**c**). Error bar, s.d. (*n*=3). Scale bars, 10 mm. Results were reproducible in at least three independent experiments.

**Figure 3:**
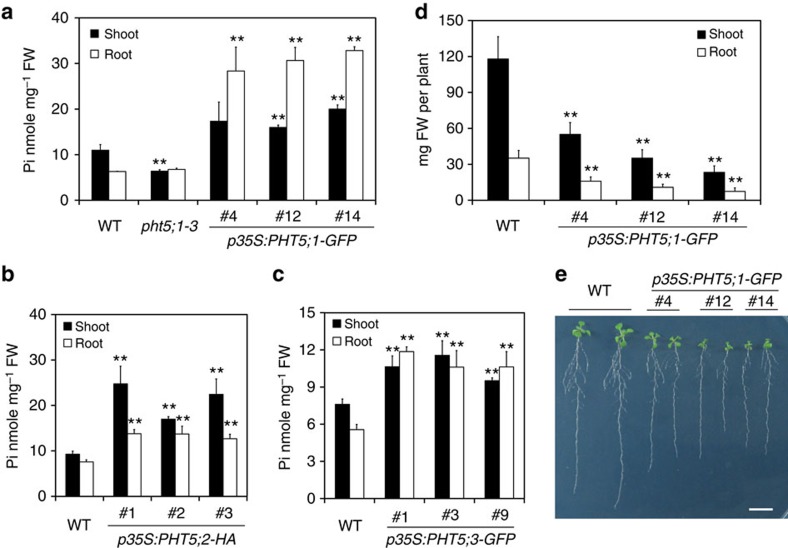
Overexpression of *PHT5* leads to Pi overaccumulation and retarded growth. The Pi level of the shoots and roots of *PHT5-*overexpressing lines grown under Pi-sufficient conditions. *p35S:PHT5;1-GFP* in **a**, *p35S:PHT5;2-HA* in **b** and *p35S:PHT5;3-GFP* in **c**. The fresh weight of 21-day-old seedlings (**d**) and the growth phenotypes of 11-day-old seedlings (**e**) of *PHT5;1-GFP-*overexpressing lines. Scale bar, 1 cm. Three independent transgenic lines are shown for each construct. Error bar, s.d. (*n*=3). Asterisks indicate a significant difference compared with WT, *P<0.05 and **P<0.01, Student's *t*-test. Results were reproducible in at least three independent experiments.

**Figure 4:**
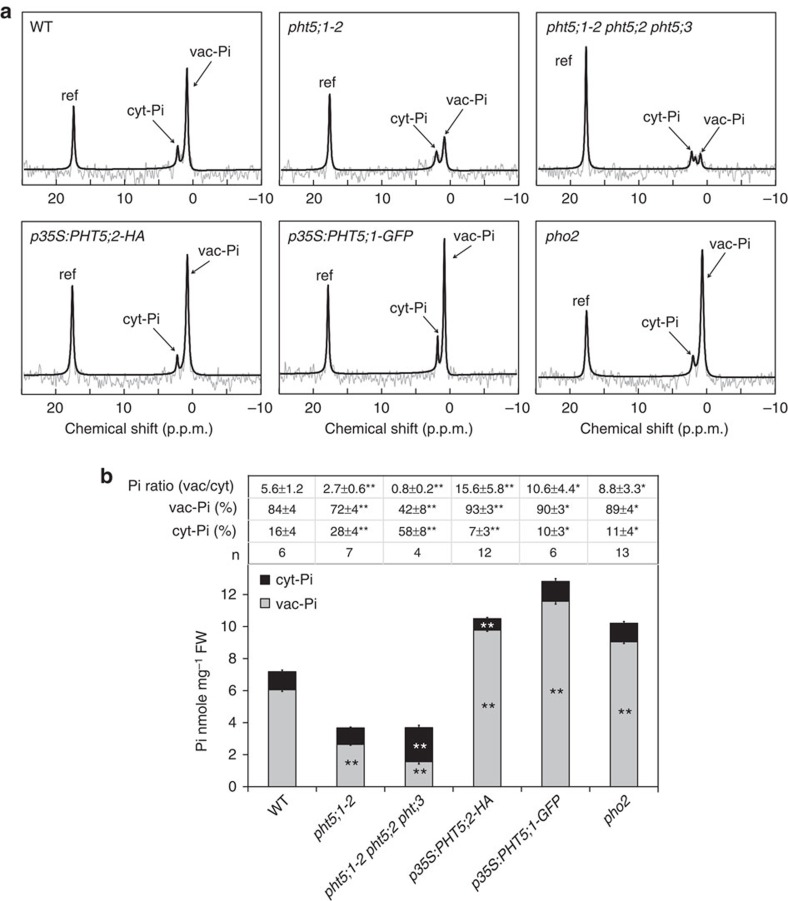
PHT5 proteins regulate the storage of vac-Pi and cyt-Pi homeostasis. ^31^P-MRS analysis of vac-Pi and cyt-Pi (**a**), Pi distribution between the vacuole and the cytoplasm, and the calculated vac-Pi and cyt-Pi levels (**b**) of WT, *pht5;1-2*, *pht5;1-2 pht5;2 pht5;3*, *p35S:PHT5;2-HA, p35S:PHT5;1-GFP* and *pho2* seedlings grown under Pi-sufficient conditions. ref, methylene diphosphonate (MDP). Asterisks indicate a significant difference compared with WT, *P<0.05 and **P<0.01, Student's *t*-test, ±s.d.; error bar, s.e. The numbers of biological replicates (*n*) are indicated in **b**. Results were combined from three to six independent experiments.

**Figure 5:**
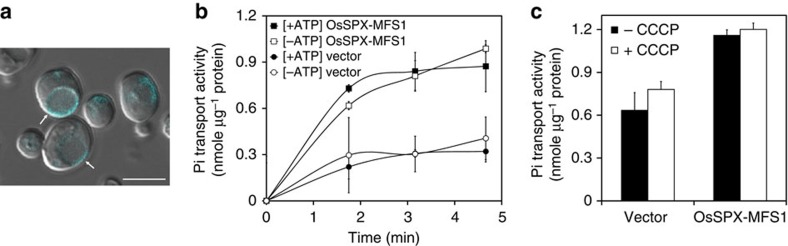
Phosphate transport activity of rice OsSPX-MFS1 in isolated yeast vacuoles. (**a**) Fluorescence signal of yeast *vtc4* mutant transformed with *OsSPX-MFS1-ECFP*. Arrows indicate the appearance of fluorescence signals in the tonoplast of yeast. Scale bar, 5 μm. ^33^Pi uptake activity of vacuoles isolated from yeast *vtc4* mutants transformed with empty vector (pAG415GPD) or expressing *OsSPX-MFS1* in the presence of 4 mM ATP [+ATP] or the absence of ATP [-ATP] at different time points (**b**) or in the presence of 10 μM carbonyl cyanide m-chlorophenyl hydrazone (CCCP) [+CCCP] or the absence of CCCP [−CCCP] at 285 s post incubation (**c**). Error bar, s.e. (*n*=3). Results were reproducible in two to four independent experiments.

**Figure 6:**
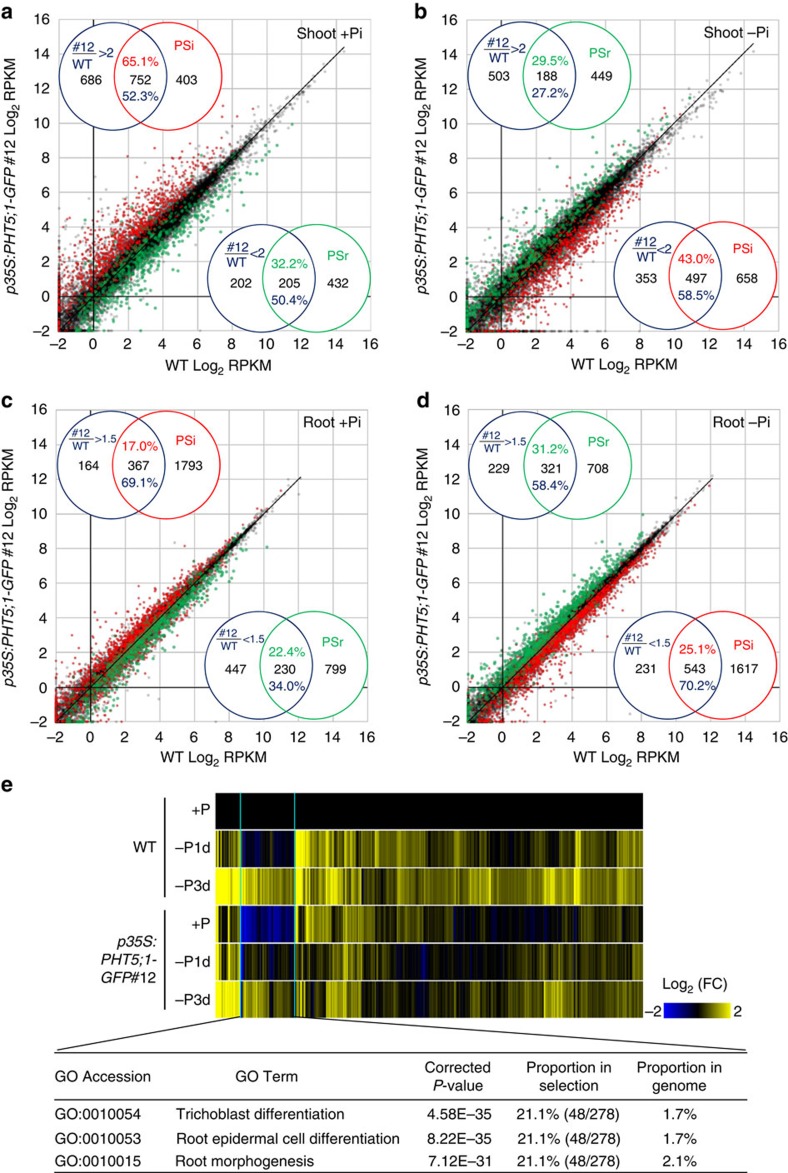
Overexpression of *PHT5;1* leads to misregulation of PSR genes. Scatter plots show the comparison of the gene expression (RPKM) in the shoot (**a**,**b**) and root (**c**,**d**) between the *PHT5;1-GFP*-overexpressing line #12 and WT plants under Pi-sufficient (+Pi) (**a**,**c**) and 3-day Pi-deficient (–Pi) (**b**,**d**) conditions. Each dot represents an individual gene entity. Red and green dots represent, respectively, the PSi and PSr genes with differential regulation during Pi starvation in the WT (≥ 2-fold change in the shoot and ≥1.5-fold change in the root). Venn diagrams in each panel indicate the overlaps of the genes differentially expressed in the *PHT5;1-GFP*-overexpressing line compared with WT and PSR genes of WT. It is noteworthy that the WT PSi genes were upregulated in the *PHT5;1-GFP*-overexpressing line under +Pi conditions but downregulated under −Pi conditions. In a similar manner, the WT PSr genes were downregulated in *PHT5;1-GFP*-overexpressing line under +Pi conditions but upregulated under −Pi conditions. (**e**) Heat map analyses show the expression of a subset of Pi-starvation-upregulated genes with significant gene ontology (GO) enrichment in the category of root development, which were downregulated in the roots of the *PHT5;1-GFP*-overexpressing line. *P*-value was adjusted by Bonferroni correction.

How the deposited data were processed for this re-analysis (not part of the article)

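RNA of shoots and roots was measured in 36 libraries of Arabidopsis seedlings: WT, line 4 and line 12, each at 250 μM Pi and after 1 or 3 days at 10 μM Pi, with 2 libraries for each tissue, genotype and Pi supply. Each replicate pooled about 20 seedlings, and 12 libraries shared a lane. The authors trimmed paired reads, mapped them to TAIR10 with CLC Genomics Workbench and deposited expression as RPKM, reads per kilobase of exon model scaled to mapped reads, with 1 column for each library. The authors also deposited the mean RPKM of the 2 replicates, set to 0.25 where it was lower, and the log2 ratios of these means between groups. The p-values the authors deposited are those of the gene ontology enrichment in Fig. 6e, corrected for the number of terms, from a tool the text does not name. No counts of reads and no results of edgeR, which the authors ran inside CLC Genomics Workbench, were used here. The deposited means and log2 ratios were recomputed from the RPKM of the libraries and matched them.

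All 28496 named genes were read, and 28009 of them were matched to the reference annotation. Another 146 entries have no gene name and at most 0.109% of the summed RPKM of any library, and were left out. Library totals were recovered from the RPKM themselves: an RPKM multiplied by the library total and a whole exon length must give a whole number of reads. A total was taken where many genes had values of 1 read, and an exon length was then found for 24608 genes (86.4%). A length was accepted where it made the values whole numbers of reads, so the 100% of values above 0 that are whole within 0.001 reads follows in large part from that choice. The method was tested on simulated data. In a first simulation, of 4000 genes, where 3.69% of the values above 0 were 1 read, it found 5 of 12 library totals. In a second, of 20000 genes, where 6.1% were 1 read, it found 12 of 12. The simulations differed both in the number of genes and in the share of such values. Which of these made the difference was not tested. The second simulation was written after the first had failed, and the method was left as it was. Totals ran from 19.0 to 40.7 M reads, with a median of 28.4 M in the shoot and 28.3 M in the root. The recovered counts were used to describe depth and not in any test of genes.

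Genes with a mean of at least 0.25 RPKM over the 18 libraries of a tissue were tested, 19773 in the shoot and 20530 in the root. RPKM plus 0.25 was taken to log2 and fitted with limma 3.58.1 in R 4.3.3, with the 9 groups of a tissue in a common model and a trend of the variance with the mean. The spread is thus shared over 9 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the genes tested in a tissue. A gene was called at an adjusted p under 0.05 and a ratio of mean RPKM of at least 2 in the shoot or 1.5 in the root, with means under 0.25 set to 0.25. Differences between responses (a line's 3-day response minus that of WT, or the effect of line 12 in the shoot minus that in the root) were called by adjusted p alone. PSi and PSr genes are those called higher or lower after 1 or 3 days of starvation in WT. Comparisons were WT after 1 and 3 days against sufficient Pi, and each line against WT at each Pi supply. The paper calls the replicates biological and does not say whether they were separate cultures. Column labels give each library a replicate number, but neither the labels nor the paper's text says that a number joins plants grown together. Residuals of libraries with the same number had a median correlation of 0.024 in the shoot (-0.18 to 0.7 over 36 pairs of groups) and 0.073 in the root (-0.069 to 0.24). The high values in the shoot are those of 10 pairs of groups, 0.555 to 0.699, whose second libraries are among the 5 with 313 genes seen nowhere else. Without these genes the same pairs ran from -0.211 to 0.238. In the root 10 pairs were above 0.1 and 0 below -0.1, and replicate 1 had the larger recovered total in every group. The number may thus mark root libraries that were handled together. It was left out of the model and tried as a block only as an alternative, which left all 78 counts and overlaps unchanged. Where a group is left with a lone library, its spread is assumed to be that of the other groups. With 200 genes changed in simulated data, limma found 89% of changes of log2 1.5 and 97% of changes of log2 2 in the shoot, with 4 false calls among 190. In the root it found 94 and 95%, with 7 false among 196. For genes above 2 RPKM it found 98.8 to 100%.

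Overlaps are given beside the number that independent lists of the same size would share. Correlations between lines are also given beside values from 100 simulations in which the lines do not differ from WT, since the WT libraries enter both sides. Noise was drawn for each gene on its own, so these simulations hold no shift common to a library. Such simulations call almost no gene in the lines, so their overlaps lie near 0, are no guide for lists of this size and are not given. A set of genes defined without a shared library, and fold changes of each line against a WT library of its own, served as alternatives. Root hair genes among the PSi genes that fell were tested with a one-sided Fisher's exact test against all genes tested in the root. That test takes genes as independent draws, so its p-value does not measure the spread between replicates. Sets of genes were written down from general knowledge before the data were examined and tested with camera of limma, at its preset correlation of 0.01, with an estimated correlation and with fry as alternatives. Their p-values were adjusted over all sets and comparisons. The sets cover the PHT5 family, phosphate signalling and its non-coding RNAs, phosphate transport, phosphate scavenging, membrane lipid remodelling, anthocyanin synthesis, organelle phosphate transporters, nitrate uptake and assimilation, sulfate transport, the iron deficiency response, ferritins, the circadian clock, and the salicylate, jasmonate and heat shock responses. Further sets are photosynthesis as a marker of green tissue, root tissue markers, root hair growth, root epidermal cell fate, extensin-like proteins, class III peroxidases and ribosomal proteins. Extensin-like and ribosomal proteins were taken by description. Sets with fewer than 3 tested genes (the PHT5 family, the non-coding RNAs) are given gene by gene.

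Genes named in the text follow a rule set at the same time, for WT after 3 days and for line 12 at sufficient Pi and after 3 days in each tissue. They are the PHT5 genes the paper names, the 5 called genes with the largest increase and the 5 with the largest decrease that had the same direction in all 4 pairs of libraries, and up to 4 called genes of each set with the largest change together with its most abundant gene. Part of these are printed. Values of the first genes of chromosome 1 could be read before the rule was set. Genes named for a comparison are also given in others. PHT5;2 stayed under the filter, and RUG1, AT2G01021 and the genes that changed in every comparison are named beyond the rule, after their values had been seen. Copies whose reads cannot be told apart in RPKM are called uncertain where they are named.

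Alternatives set before the data were examined were a pseudocount of 0.1 or 1, RPKM floored at 0.25 with nothing added, no filter or a filter at a mean of 1, a fit with only the groups compared, the replicate number as a block, rescaling by the median ratio, leaving out each library, a robust variance, a 2-fold threshold in the root, correlations over genes called in either line, and the root hair set without XTH12, XTH13, EXPA7 and EXPA18. Chosen after the data were seen were the shoot without the 313 genes present in 5 libraries, the root without line 4 replicate 2 at sufficient Pi, the overlaps and 3-day correlations of line 4 without shared libraries, the 3-day correlations over genes called in either line, the overlaps with the fold threshold alone and the tally of PSi and PSr genes after rescaling, without each library and by fold alone. The medians of PSi and PSr genes after rescaling, without a library, in simulated lines equal to WT or against a WT library left out of the sets, the slopes without shared libraries, the counts at an unadjusted p, the tests on PAP26, on root hair genes against all root genes and on genes that changed in every comparison, and the measure of spread for values without a test (SD over all choices of 1 library per group) were chosen then as well. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The measurements of Pi, the microscopy and the other experiments of the paper have no files here and were left out.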

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

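The tests of the PAP26 level, of the root hair genes against all root genes and of the slopes of line 4 on line 12 were chosen only after the results were seen.

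PAP26, a vacuolar acid phosphatase that the paper's text does not mention, was almost absent in lines 4 and 12 in both tissues at every Pi supply, with a mean of 0.0348 RPKM in line 12 shoots and 0.0606 in its roots at sufficient Pi against 70.3 and 149 in WT (n = 2). Sequence variants that keep part of the reads from mapping would leave some of them, but the highest group mean of the lines was 0.208% of WT, which drew attention to the gene. A response in proportion to the PHT5;1 level would bring PAP26 back in line 4 shoots after 3 days, where PHT5;1 is near WT, but there PAP26 was 0.0267% of WT. A response that reaches its limit at a small rise of PHT5;1 was not tested. A lost chromosome segment that reaches over several genes would lower the neighbours. Of the 20 nearest tested genes, 15 of which were tested in both tissues, 0 were called by limma in 1 direction in at least 5 of 6 comparisons of line 12 (XGD1, EXT13 and AT5G35200 were called in 1 each). The 3 nearest genes on one side are among those not tested in both, so a short lost segment stays open. A foreign segment stays open as well, since its genes need not differ in transcript level. So does an altered PAP26 allele carried by both lines.

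Root hair growth genes were lower than in WT in the roots of both lines at sufficient Pi, 23 of 36 in line 12 and 26 in line 4. Scaling of each library to its mapped reads moves all genes alike, but the median log2 of the list differed from that of all root genes by -1.02 in line 12 (SD 0.03 over choices of libraries) and -1.05 in line 4 (SD 0.16), and rescaling by the median ratio moved all genes by only -0.04 and 0.1. The line 4 library with the high AT2G01021 value is not the whole source, since 96.2% of the genes lower in line 4 stayed lower without it, although the list median went from -1.15 to -0.89. Fewer root hair cells with unchanged expression in each cannot be told apart from lower expression per cell, since 3 of the 23 genes lay over 2 standard errors from the median of -1.06 (1 above and 2 below it), between the bounds set for either. Changes in root hair development and in transcription both stay open.

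Line 4 shoots differed from WT after 3 days without Pi in 1625 genes (754 higher and 871 lower), although PHT5;1 there was 1.15 times the WT mean. Chance values of the shared WT libraries are argued against by correlations with line 12 of at least 0.583 without shared libraries. Line 4 libraries that hold WT plants would have PAP26 at the WT level, but its higher value in these 2 libraries was 0.0337 RPKM. A response in proportion to the PHT5;1 transcript level at harvest would be a small part of that of line 12. The slope of line 4 on line 12 was 0.852 over 1519 genes called in line 12, where simulated line 4 libraries equal to WT gave at most 0.133. With no library shared it was 0.717 and 0.383, over genes past 2-fold in a line 12 library (0.813 and 0.436 for line 12 on itself). These slopes argue against proportion only. A response that reaches its limit at a small rise of PHT5;1, Pi stored in the vacuole during earlier growth and a genetic difference shared by both lines stay open.

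By a test of the difference itself, the 3-day response differed from that of WT in 6563 shoot genes for line 12 (3925 higher and 2638 lower) and 5887 for line 4 (3617 and 2270). In the root it differed in 2270 genes for line 12 (1024 and 1246) and 1317 for line 4 (973 and 344), and line 4's counts there moved most when a library was left out, from 550 to 2856 for the higher and 208 to 756 for the lower. The balance of higher and lower depends on scaling: rescaling by the median ratio gave 2133 higher in line 4 shoots, 1542 higher in line 12 roots and 893 lower in line 4 roots. The effect of line 12 at sufficient Pi differed between shoot and root in 2769 genes.

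The remaining results lie at least in part outside the genes and comparisons the paper discusses. In line 4 roots at sufficient Pi 767 genes were lower than in WT (262 of them PSi genes, a group the paper discusses), 380 without line 4 replicate 2, 1683 without its replicate 1 and 461 without WT replicate 1. After 1 day without Pi, 1458 shoot genes were higher and 786 lower in line 12, and 609 and 545 in line 4, but after rescaling it was 1070 and 1091 in line 12 and 482 and 684 in line 4. In both lines 13 genes changed in 1 direction in all 6 comparisons with WT. Another 313 genes had reads in 5 second-replicate shoot libraries (WT and line 12 at sufficient Pi, lines 4 and 12 after 1 day and WT after 3 days) and in none of the other 31, where 1000 random sets of 5 libraries had at most 1 such gene.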

How the results depend on the processing

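Of the settings below, the overlaps of line 4 without shared libraries, the 3-day correlations without shared libraries or over genes called in either line, the overlaps by fold alone, the tally of PSi and PSr genes under other settings, and the fits without the genes of 5 shoot libraries or without the doubted root library were tried only after the results were seen. The others were set before the data were examined. No called gene, tested gene set or correlation changed sign under any setting tried, but the balance of called genes did. At sufficient Pi, sets without shared libraries came from WT at 3 days against 1 day of starvation, which are smaller and different sets. Of the genes higher at 3 days, 21 were higher and 29 lower in line 12 shoots, and 60 and 188 in its roots. Of those lower at 3 days, 1 was lower and 59 higher in the shoots, and 17 and 39 in the roots. With PSi genes called without 1 WT library and line 12 measured against that library, 965 of 1018 or 854 of 897 were higher in its shoots. Rescaling left more lower than higher genes in shoots of both lines after 1 day. Counts and percentages are called unchanged within 1.5 times the value at the claims, and where a setting moved one the cause was not tested. Depth limits mainly the genes of low level, since a mean of 0.25 RPKM in a gene of 1500 bases is 7.1 to 15.3 reads.

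Pseudocounts of 0.1 and 1, RPKM floored at 0.25, no filter, a filter at a mean of 1 and a robust variance left all 78 counts and overlaps unchanged. So did the replicate block, with which the PSi genes in the shoot numbered 1084. Each of these settings ended the calls of at most 18 named genes, EXT3 in the shoot after 3 days under the replicate block among them. A filter at a mean of 1 removes some named genes and sets, which have no value under it. Without the genes of 5 shoot libraries all 40 shoot counts were unchanged, and without the doubted root library all 30 root counts that it does not enter. The root hair enrichment by Fisher's test stayed past its threshold under every setting, none of which allows for correlation between genes in that test. In 336 tests of gene sets, camera passed 154, and with an estimated correlation none of these passed. Tested with fry, 39 of them no longer passed and 27 others did.

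A fit with only the groups compared gave 215 higher and 78 lower genes in line 4 shoots at sufficient Pi, and 17.8% of the shoot PSi genes higher there. It gave 611 root genes with a higher 3-day response in line 4 than in WT.

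Rescaling by the median ratio left 284 lower genes in WT shoots after 3 days, and 451 higher genes in line 12 and 487 in line 4 shoots after 3 days. It left 2133 shoot genes with a higher 3-day response in line 4 than in WT, and raised those with a higher response in line 12 roots to 1542 and with a lower response in line 4 roots to 893. Line 4 roots at sufficient Pi then had 257 higher genes and 7.7% of the PSi genes. The median of all shoot genes moved by 0.1 (log2) in WT after 1 day, -0.19 in line 12 and -0.1 in line 4 after 1 day. The share of called genes that were higher went from 65 to 49.5% and from 52.8 to 41.3% in these lines. In WT after 3 days it went from 63.5 to 79.9%, as given with the claims.

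With a 2-fold threshold in the root, 290 genes were higher and 93 lower in WT after 1 day and 846 and 261 after 3 days, which gives 937 PSi and 303 PSr genes. Line 12 had 189 and 248 at sufficient Pi, 167 and 272 after 1 day and 184 and 238 after 3 days. Line 4 had 63 and 332, 113 and 163, and 93 and 159.

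Sets without shared libraries gave other overlaps. For the comparisons at sufficient Pi they came from 3 days against 1 day of starvation, which gives smaller and different sets. For those at 3 days they came from 1 day of starvation against sufficient Pi. At sufficient Pi, 13.6% of the shoot genes of the PSi set so defined were higher and 0.813% of the PSr set lower in line 12 (1.5 and 0.255% of its genes). In line 4 shoots it was 8.44% and 0% (2.54 and 0%). In the root it was 7.36% and 5.78% in line 12 (12.1 and 3.07%), and 1.1% and 2.04% in line 4 (6.25 and 0.782%). After 3 days, 31.7% of the root PSi genes were lower in line 12 (40.5% of its genes), and the PSr genes made up 27% of its higher genes. Line 4 had 21.9% of the root PSi genes lower and 33.4% of the PSr genes higher (37.5% of its genes). By fold alone, 31.6% of the shoot PSr genes were lower in line 4 (78% of its genes) at sufficient Pi. In the authors' lists by fold, 186 of the 313 genes with reads in 5 shoot libraries are in the shoot PSr list. Among genes lower in line 4 shoots there are 186 as well, so part of this overlap can come from them. In line 4 roots at sufficient Pi, 11.9% of the PSi genes were higher and 26.8% of the PSr genes lower by fold alone. After 3 days 20.6% of the root PSi genes were lower in line 4.

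The correlation of line 4 with line 12 in the root was 0.695 at sufficient Pi and 0.749 after 3 days with no filter, and 0.801 after 3 days with a filter at 1. Without shared libraries it was 0.436 and 0.455 at sufficient Pi and 0.518 and 0.537 after 3 days. In the shoot this gave 0.433 at sufficient Pi, and 0.588 and 0.583 after 3 days. Leaving out the 313 genes of 5 shoot libraries as well made these 0.565, and 0.701 and 0.69. Over genes called in either line it was 0.927 in the shoot and 0.874 in the root at sufficient Pi, and 0.895 in the root after 3 days.

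Leaving out a library keeps the group in the fit, where the lone sample is assumed to vary like the other groups. It moved 56 of 488 counts and overlaps, ended 226 calls of named genes, left 1702 and gave 4. In line 4 shoots at sufficient Pi the higher genes ran from 136 (without line 4 replicate 1; 193 without WT replicate 2) to 735, and the lower ones from 57 (WT replicate 2; 65 without line 4 replicate 1) to 161. The PSi genes higher there ran from 9.18% (line 4 replicate 1; 15% without WT replicate 2) to 32.9%. The PSr genes lower there ran from 2.95% (line 4 replicate 1; 3.31% without WT replicate 2) to 14.3% (WT replicate 1), and from 32.3 to 64% of the line's genes. The shoot r ran from 0.603 (line 12 replicate 1; 0.676 without line 4 replicate 1) to 0.866. After 3 days it ran from 0.846 (line 12 replicate 1) to 0.912 (WT replicate 1). The tally of shoot PSi and PSr genes that followed starvation ran from 45.6 to 52.3% in line 12 and from 6.73 to 23.3% in line 4. Without line 4 replicate 2 at 3 days, line 4 shoots had 492 higher genes (up to 878 without others) and 2378 with a higher response than WT (up to 3359).

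In WT roots after 1 day the higher genes ran from 434 (without sufficient-Pi replicate 2; 449 without 1-day replicate 1) to 738, and the lower ones from 169 (sufficient-Pi replicate 1) to 264. At sufficient Pi, line 12 roots had 366 (WT replicate 1) to 477 lower genes. Line 4 roots had 92 (WT replicate 2; 94 without WT replicate 1) to 178 higher genes. The lower ones ran from 380 (line 4 replicate 2; 461 without WT replicate 1) to 1683 (line 4 replicate 1). The PSi genes higher in line 4 ran from 3.31 (line 4 replicate 1) to 5.42%, and the PSr genes lower from 10.3 (line 4 replicate 2) to 27.3% (line 4 replicate 1). The root r ran from 0.63 (line 4 replicate 1) to 0.767. It was 0.678 and 0.692 without line 12 replicate 1 or 2 and 0.698 without line 4 replicate 2.

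After 1 day, line 12 roots had 247 (its replicate 2) to 547 higher and 395 (its replicate 2; 430 without WT replicate 1) to 702 lower genes. Line 4 roots had 160 (its replicate 2) to 248 and 166 (its replicate 2; 192 without WT replicate 1) to 371. After 3 days, line 12 roots had 313 (its replicate 2; 379 without WT replicate 1) to 537 lower genes and 11.3 (its replicate 2) to 24.9% of the PSi genes. Line 4 roots had 171 (its replicate 2) to 234 higher and 195 (its replicate 2; 221 without WT replicate 1) to 300 lower genes, and 6 (its replicate 2) to 12.3% of the PSi genes. The root r after 3 days ran from 0.714 (line 4 replicate 2) to 0.808 (WT replicate 1), with 0.802 without WT replicate 2. It was 0.733 without line 4 replicate 1, and 0.725 and 0.758 without line 12 replicate 1 or 2. For the root PSi genes lower at sufficient Pi, the median of line 12 ran from -0.47 (WT replicate 2) to -0.37.

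Root genes whose 3-day response was higher in line 12 than in WT ran from 657 (without WT sufficient-Pi replicate 1; 675 and 663 without line 12 replicate 2 at sufficient Pi or 3 days) to 874. Those with a lower response ran from 800 (line 12 replicate 2 at 3 days) to 1050. For line 4 the higher ones ran from 550 (WT 3-day replicate 2) to 2856 (line 4 sufficient-Pi replicate 1). They were 553 and 629 without WT sufficient-Pi replicate 1 or 2, 647 without WT 3-day replicate 1 and 558 without line 4 3-day replicate 1. The lower ones ran from 208 (WT 3-day replicate 1, or line 4 3-day replicate 2) to 756 (line 4 sufficient-Pi replicate 2), with 209 without WT sufficient-Pi replicate 2. The effect of line 12 was higher in the shoot than in the root for 1008 (shoot line 12 replicate 2; 1052 without root WT replicate 1) to 1763 genes. It was lower for 711 (root WT replicate 2) to 1076, with 728 without shoot WT replicate 2 and 729 without root line 12 replicate 1.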

Differences from the paper's values

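Of 32 values that the paper states or shows for a measure also computed here, 10 in its text and 22 in its figures, 0 differ by more than the set margin of 1.5 times or, for correlations, the spread between libraries. The fold thresholds and the adjusted p of 0.05 are the paper's, and the test differs, limma on RPKM here and edgeR on counts in the paper. The number of PSi genes was 1085 in the shoot (about 1200 in Fig. 6, read by eye) and 1909 in the root (about 2200). Lower in line 12 roots at sufficient Pi were 553 genes (about 680 in Fig. 6, read by eye), and after 3 days 575 (about 770). The correlation of the lines at sufficient Pi was 0.796 in the shoot and 0.735 in the root, where the paper gives 0.73. Recovered library totals ran from 19.0 to 40.7 M reads, where the paper gives 17 to 33 M mapped reads.

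The paper reports most PSR genes as activated in the overexpressing lines and proposes that cytoplasmic Pi acts on the majority of them. Over the whole list, 920 of 1790 shoot genes (51.4%) and 525 of 2831 root genes (18.5%) were called in line 12 at sufficient Pi in the direction of starvation, 1445 of 4621 (31.3%) over both tissues, without the 14 root genes in both sets. In line 4 it was 20.7% in the shoot, 8.69% in the root and 13.3% over both. This tally of called genes thus falls short of most except in line 12 shoots, where 65.5% of the PSi genes were higher and 29.6% of the PSr genes lower. That exception depends on the libraries, since the share there ran from 45.6% (without line 12 replicate 2) to 52.3% with a library left out, and was 53.2% after rescaling. In line 4 shoots it was 6.73% without line 4 replicate 1 and 10.2% without WT replicate 2. The tally counts a gene that was not called against the statement. By direction of the means alone, without a test, 1042 of the 1085 PSi genes were higher and 563 of the 705 PSr genes lower in line 12 shoots, and 1307 of 1909 and 784 of 950 in its roots. In line 4 it was 1004 and 578 in the shoot, and 846 (fewer than the 1059 that were lower) and 773 in the root. These directions share the WT libraries at sufficient Pi with the sets, and simulated lines equal to WT had on average 58.5% of the PSi genes higher in line 12. Those simulations hold no shift common to a library, so their spread is too narrow to bound chance. Measured against a WT library that had no part in the sets, 965 of 1018 or 854 of 897 PSi genes were higher in line 12 shoots, and 1066 of 1724 or 960 of 1457 in its roots. Line 4 roots gave 618 and 648 of these. PSr genes measured so were lower for 501 of 725 or 394 of 634 in line 12 shoots and 529 of 700 or 629 of 859 in its roots. Smaller and different sets came from 3 days against 1 day of starvation. Of 154 shoot genes higher at 3 days, 21 were called higher and 29 lower in line 12. Of 123 lower at 3 days, 1 was called lower and 59 higher. With the fold threshold alone, a setting chosen after seeing the values, 864 of 1303 shoot PSi genes (66.31%) and 644 of 2551 root PSi genes (25.25%) were higher in line 12, and 324 of 1266 shoot PSr genes (25.59%) and 423 of 1527 root PSr genes (27.7%) lower. Together that is 46.5% of these shoot genes and 25.9% of the root genes. That setting drops none of the genes called here. Its shoot PSr set was not counted without the 313 genes with reads in 5 shoot libraries.

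The paper reports differences in PHT5 expression from RNA-seq in line with its other assays. The direction in the root is the same here, with PHT5;1 up 1.44-fold after 3 days and PHT5;3 at a log2 of -0.40, but neither was called. The paper's change of these genes in the root comes from qRT-PCR after a longer starvation, so time and assay are unlike. PHT5;1 passes on the adjusted p of 0.019 alone, without the 1.5-fold threshold. The paper describes the root hair subset as induced about as much as in WT after 3 days of starvation. Here the median log2 response of the 141 genes was 1.20 in WT, 1.75 in line 12 and 2.17 in line 4, a difference built in in part by how they were chosen. In level, 19 of the 141 were still called lower than WT in line 12 then, and 14 in line 4.

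The authors' deposited table lists hold every gene past the fold threshold, with no filter on a p-value. Each gene called here is in the corresponding list, which follows from the same threshold on the same mean RPKM. It says nothing about the paper's edgeR calls. The authors' deposited table has 1336 PSi and 1304 PSr genes in the shoot and 2648 and 1555 in the root, and 1669 genes higher and 571 lower in line 12 shoots at sufficient Pi. The figure prints smaller sets than these lists. The deposited shoot PSr list holds 186 of the 313 genes with reads in 5 shoot libraries. The authors' deposited cluster for Fig. 6e has 334 genes, of which 129 are among the 141 here, and lists 55 genes of trichoblast differentiation (corrected p = 7.61e-41 by the authors).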

Other observations

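The slopes over genes that changed at every Pi supply were chosen only after those genes had been seen, as was the search for genes with reads in few libraries. FER1 (AT5G01600), the most abundant ferritin, was lower in line 12 shoots than in WT at sufficient Pi, with 84.8 ± 7.36 against 226 ± 42.8 RPKM (SD, n = 2). Ferritins had 1 of 4 genes lower there (1 lower and 1 higher adjusted over the list alone; camera, adjusted p = 0.0299; 0.232 with an estimated correlation). Genes of the iron deficiency response had 3 of 12 higher (3 adjusted over the list alone; adjusted p = 0.0427; 0.227 with an estimated correlation), and in the root 4 higher and 2 lower of 19 (6 and 2 adjusted over the list alone; adjusted p = 0.218). Among organelle phosphate transporters 1 of 10 was higher in line 12 shoots (1 adjusted over the list alone; adjusted p = 0.00189; 0.214 with an estimated correlation). For nitrate uptake and assimilation 0 of 10 were called there by limma (0 adjusted over the list alone, 4 higher and 1 lower at an unadjusted p under 0.05). In line 12 roots after 3 days 2 of 11 nitrate genes were higher (2 adjusted over the list alone; adjusted p = 0.0186; 0.588 with an estimated correlation).

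SULTR1;3 (AT1G22150), a sulfate transporter, rose in starved WT roots from 0.23 ± 0.11 to 4.95 ± 0.954 RPKM (SD, n = 2; log2 3.44, standard error 0.31). Sulfate transport had 3 of 5 genes higher (3 adjusted over the list alone; camera, adjusted p = 0.016; 0.319 with an estimated correlation and 0.052 after rescaling by the median ratio). Root tissue markers had 2 of 9 lower in line 12 roots at sufficient Pi (2 adjusted over the list alone; adjusted p = 0.0434; 0.561 with an estimated correlation), which are EXPA7 and EXPA18, near-identical root hair genes whose values are uncertain.

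In both lines 4 genes were higher in all 6 comparisons with WT (AT1G72760, AT3G22235, AT4G15890 and MAF5) and 9 lower (LYM3, PTAC18, AT2G32650, BGAL9, AT2G35820, AT3G59330, PHYD, RUG1 and PAP26). The sizes were close, for RUG1 a mean log2 of -2.62 in line 12 and -2.54 in line 4, although PHT5;1 was 1.08 times WT in line 4 shoots after 1 day and 4.67 times WT in line 12. Some genes that changed in at least 5 of 6 comparisons in both lines have nearby gene numbers. They are PTAC18, AT2G32640, AT2G32650, BGAL9 and AT2G35820 on chromosome 2 and MAF4 and MAF5 on chromosome 5, while others lie elsewhere. Whether such genes lie closer together than by chance was not tested. A genetic difference from WT that lines 4 and 12 share may account for the genes changed in all 6 comparisons. It was tested by the slope of line 4 on line 12 over 48 genes called in 1 direction in at least 5 of 6 comparisons of line 12, which was 0.755 in the shoot after 1 day, below the 0.9 that equal sizes were taken to need and above the 0.7 taken to exclude them. Without PAP26 it was 0.693, so that gene alone keeps it above 0.7, while the slopes at the other supplies were 0.89 and 0.908 in the shoot and 0.976, 0.953 and 0.953 in the root. The same slope over all 2243 genes called in line 12 was 0.546. The 48 genes were chosen by their calls in line 12 alone, so genes that changed only in that line lower the slope. AT1G44820 is such a gene, with a mean log2 of 1.07 in line 12 and -0.06 in line 4. A shared difference cannot be told apart from a response that has reached its limit at a small rise of PHT5;1. Such a rise was not detected in line 4 shoots after 1 day (log2 0.11, standard error 0.19, adjusted p = 0.72 from limma). The paper calls the lines independent.

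Transcripts of photosynthesis, the mark of green tissue, had a mean log2 RPKM of 3.483 and 3.073 in the 2 WT root libraries at sufficient Pi, 3.952 and 3.823 in line 12 and 3.297 and 3.762 in line 4. After 3 days they stood at 4.633 and 4.545 in WT, 4.019 and 3.831 in line 12 and 3.835 and 3.793 in line 4. Whether shoot tissue was carried over or the roots made these transcripts was not tested.

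The 313 genes with reads in 5 shoot libraries include 271 described as non-coding RNA or without a gene product, and the 5 libraries come from different genotypes and Pi supplies. In the authors' deposited table lists, 186 of them are in the shoot PSr list, 186 among genes lower in line 4 at sufficient Pi and 174 among genes lower in line 12 after 3 days. The 10 pairs of groups with a library of the 5 had correlated residuals, 0.555 to 0.699, and without these genes -0.211 to 0.238. The first replicates of the same groups had no reads of these genes, which argues against genotype and Pi supply as their source. Beyond that, no test here says why those libraries have them.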
